# A large shRNA library approach identifies lncRNA *Ntep* as an essential regulator of cell proliferation

**DOI:** 10.1038/cdd.2017.158

**Published:** 2017-11-03

**Authors:** Julia Beermann, Dominique Kirste, Katharina Iwanov, Dongchao Lu, Felix Kleemiß, Regalla Kumarswamy, Katharina Schimmel, Christian Bär, Thomas Thum

## Abstract

The mammalian cell cycle is a complex and tightly controlled event. Myriads of different control mechanisms are involved in its regulation. Long non-coding RNAs (lncRNA) have emerged as important regulators of many cellular processes including cellular proliferation. However, a more global and unbiased approach to identify lncRNAs with importance for cell proliferation is missing. Here, we present a lentiviral shRNA library-based approach for functional lncRNA profiling. We validated our library approach in NIH3T3 (3T3) fibroblasts by identifying lncRNAs critically involved in cell proliferation. Using stringent selection criteria we identified lncRNA NR_015491.1 out of 3842 different RNA targets represented in our library. We termed this transcript *Ntep* (non-coding transcript essential for proliferation), as a *bona fide* lncRNA essential for cell cycle progression. Inhibition of *Ntep* in 3T3 and primary fibroblasts prevented normal cell growth and expression of key fibroblast markers. Mechanistically, we discovered that *Ntep* is important to activate P53 concomitant with increased apoptosis and cell cycle blockade in late G2/M. Our findings suggest *Ntep* to serve as an important regulator of fibroblast proliferation and function. In summary, our study demonstrates the applicability of an innovative shRNA library approach to identify long non-coding RNA functions in a massive parallel approach.

Only a minimal portion of mammalian genes are transcribed into proteins,^1, 2^ while the majority of transcripts are non-coding RNAs. Many fulfil regulatory functions without being further processed into proteins.^3^ Long non-coding RNAs (lncRNAs) represent a diverse sub-population of non-coding RNAs, classified as transcripts longer than 200 nucleotides. Several lncRNAs were shown to be involved in different cellular mechanisms.^4, 5^ This includes, for instance, transcriptional regulation ^6^ and formation of scaffolds for molecular interaction partners.^7^

The cell cycle is a tightly regulated process; thus, misregulation of cell cycle checkpoints can lead to cancer^8^ or fibrotic diseases.^9, 10^ Accordingly, a number of lncRNAs are critically involved in cell cycle regulation.^11^ For instance, the lncRNA *MALAT1* modulates the expression of cell cycle genes and controls the progression of G2 to M phase,^12^ whereas the lncRNA *PANDA* suppresses DNA-damaged induced apoptosis.^13^ LncRNA *PINT* connects P53 activation with PRC2 (polycomb repressive complex 2) silencing to promote cell proliferation and survival by regulating the TGF*β*, MAPK and P53 signalling pathways.^14^ By contrast, *lincRNA-p21* was shown to act as a repressor of P53-driven gene expression.^15^

Despite these few examples, unbiased approaches for high-throughput functional lncRNA screening to find novel lncRNAs regulating fibroblast cell cycle and proliferation are scarce. In 2014, a novel lncRNA important for pluripotency and neural differentiation of mouse embryonic stem cells was discovered by using an shRNA library targeting 1280 lincRNAs in parallel.^16^

In our study, we aimed to further develop this method by increasing the target size to 3842 including lncRNAs, controls and ultraconserved elements (UCE), which were shown to give rise to lncRNAs and to be regulated during disease.^17^ We designed a 26k shRNA library and screened for non-coding targets involved in fibroblast proliferation. Using stringent selection criteria, we identified NR_015491.1 to be essential for fibroblast proliferation. We named this lncRNA *Ntep* (non-coding transcript essential for proliferation)*. Ntep* expression is essential for maintenance of basic fibroblast parameters such as migration, colony formation and expression of extracellular matrix components. *Ntep* inhibition leads to an upregulation of DNA-damage-related pathways concomitant with impaired cell cycle progression and increased rates of apoptosis.

Collectively, we demonstrated the successful application of a broad shRNA-mediated knockdown to screen for novel cellular functions of lncRNAs. Thus, we provide an unbiased high-throughput tool to investigate massive amounts of lncRNA targets in parallel.

## Results

### Development of a 26k shRNA library for functional studies of ~3800 murine lncRNAs

A 26 391 element shRNA library was manufactured to target 3842 murine lncRNAs and UCEs listed in RefSeq in 2013 (Cellecta) (see Supplementary File 1). The shRNA sequences were assembled into a pRSI16 lentiviral vector backbone, containing an RFP reporter and a puromycin resistance marker, to allow for sorting and/or calculation of transduction efficiency and for antibiotic selection of transduced cells (Supplementary Figure S1). Each shRNA was barcoded for unequivocal identification by HT sequencing. The library contains six to seven shRNAs per individual lncRNA, thus decreasing false-positive hits in genome-wide screens due to off-target effects. Additionally, the library contains 38 shRNA to target luciferase as an internal control. Since those shRNAs do not have target sequences in murine cells, their frequency distribution was used as an shRNA enrichment threshold in our screening approaches.

### Application of the shRNA library to identify lncRNAs involved in cellular proliferation

The shRNA library was applied to systematically screen for lncRNAs that are important for proliferation of 3T3 cells. The shRNAs were packed in lentiviral particles and transduced 3T3 cells at an MOI of 0.5 to ensure single shRNA integration. Three days after infection, cells were selected on puromycin and further grown for 2 days. Cells were then labelled with carboxyfluorescein succinimidyl ester (CFSE) and grown for an additional 5 days. Since the signal gradually declines with each cell division, the CFSE staining was used to monitor the proliferative status of cells.^18^ Combining this assay with the shRNA library approach represented the set-up to investigate the effect of >3800 annotated lncRNAs and UCEs on fibroblast proliferation. Cells were analysed by fluorescence-activated cell sorting (FACS) and gated into sub-populations with either high or low CFSE signals, corresponding to slow or fast proliferating cells, respectively (Figure 1a and Supplementary Figure S2). To control for effects of the CFSE staining of proliferation *per se*, uninfected 3T3 cells stained with CFSE were used to set the gates during sorting. DNA of the cell sub-populations was extracted and subjected to high-throughput sequencing to determine the abundance of each barcode. As an additional quality control for the screen, we sequenced the pooled shRNA plasmid library before virus production (20 million reads) and compared this to a baseline sample of the 3T3 cells 5 days after library infection. The read counts in both samples correlated well, indicative of an even shRNA distribution (Figure 1b).

LncRNAs were considered candidates when their corresponding shRNAs were underrepresented in fast proliferating cells and at least 4 out of 6–7 were overrepresented in slow proliferating cells in comparison with the abundance of luciferase shRNAs (Figure 1c and Supplementary Figure S3). This yielded 96 lncRNAs for which we assumed differential expression in both conditions. To narrow down the number of lncRNA candidates, we applied stringent selection criteria: (1) transcribed pseudogenes were excluded to avoid parental gene detection by mistake when amplifying the lncRNA transcript; (2) intergenic lncRNAs were selected (i.e. natural antisense transcripts were excluded); (3) only multiexonic lncRNAs were selected allowing to design intron-spanning primers. After this selection, six lncRNA candidates could be specifically amplified in 3T3 cells, which were selected for further analyses (Figure 1c and Supplementary Figure S3). For validation of these candidates, we did not only search for those whose inhibition would lead to a decreased proliferation but also for candidates whose endogenous expression level is lowered in antiproliferative settings. Therefore, we measured the expression level of the six candidates in 3T3 cells that were subjected to medium starvation and hypoxic conditions. Hypoxic conditions (0.1% O_2_) for different time periods expectedly reduced cell proliferation as assessed by bromodeoxyuridine (BrdU) incorporation. After hypoxia, the proliferation level dropped by 11%, 50% and 57% after 24, 48 and 72 h, respectively (Supplementary Figure S4B). Reduced proliferation rates correlated with the expression of only one lncRNA candidate (NR_015491), which was progressively downregulated over time in hypoxia compared with normoxia (Supplementary Figure S4A). Similarly, 3T3 cells grown for 24 h in starvation medium supplemented with both 1% or 0.1% FBS showed reduced cell proliferation of 32% or 25%, respectively (Supplementary Figure S4C). Again, this was associated with a significant endogenous downregulation of NR_015491 (Supplementary Figure S4D). Based on these results, we named lncRNA NR_015491.1 as *Ntep*, the most consistent and strongest regulator of cell proliferation emerging from both our shRNA screen and expression profiling under antiproliferative conditions (Figure 1d).

### *Ntep* is important for cell proliferation

*Ntep* is a multiexonic, intergenic lncRNA, 2131 nt in length (according to RefSeq; NR_015491.1) and is located on chromosome 16 (16: 98 062 512–98 082 439). Primers to validate the expression of *Ntep* were designed to span an intron of 2305 nt, allowing to distinguish clearly the transcript from any genomic DNA (contamination) (Figure 2a). The primers were checked for specificity in gene-specific PCR (GS-PCR), using the *Ntep* primers for reverse transcription following a conventional PCR (Supplementary Figures S5A and B). Agarose gel electrophoresis showed only one band of the expected size (125 bp) and Sanger sequencing confirmed the specific sequence (Supplementary Figure S5C).

LncRNAs may contain open reading frames (ORFs) and certain lncRNAs may encode micropeptides.^19, 20^ To rule out this possibility for *Ntep*, we calculated potential ORFs within the sequence of *Ntep* using coding potential calculator and sequence manipulation suite.^21, 22^ *Ntep* contains two ORFs encoding potential proteins of 247 and 456 amino acids. A protein BLAST search (NCBI blast tool) with the putative peptides did not identify perfect matches. We next constructed a 3T3 cell line overexpressing *Ntep* and analysed the proteome by mass spectrometry. We did not detect any of the corresponding putative peptides, neither in the overexpression cell line nor in the wild-type 3T3 (Supplementary Figure S6). We thus conclude that *Ntep* is a *bona fide* non-coding transcript. We performed a subcellular fractionation and measured *Ntep* levels in cytoplasmic and nuclear fractions. According to cytoplasmic *GAPDH* and *β-actin* mRNAs as well as nuclear localized lncRNA *Xist*, we calculated a percentage distribution of 72% and 28% in the nucleus and cytoplasm, respectively (Figure 2b). We next tested *Ntep* expression in various mouse organs and found a relatively high expression in the heart, spleen, kidney and brain compared with lung, liver and aorta, whereas the expression was even stronger in the skeletal muscle (Figure 2c and Supplementary Figure S7). In conclusion, *Ntep* predominantly resides in the nucleus and is expressed in fibroblasts and several organs.

### Inhibition of *Ntep* impairs fibroblast functions

To study the effects of *Ntep* on fibroblast proliferation, we silenced *Ntep* using GapmeRs. We tested three different GapmeRs, which all efficiently silenced *Ntep*. However, GapmeR3 resulted in the most efficient downregulation (1% compared with GapmeR control) and was used for all subsequent experiments (Supplementary Figure S8).

Silencing of *Ntep* had an impact on various aspects of fibroblast biology. In line with reduced proliferation rates, we found significantly less cells when *Ntep* was silenced. The remaining cells lost their usual elongated shape that enables contact to cells in the vicinity. Many cells showed an arched shape and their nuclei were smaller compared with control cells (Figures 3a and b). We confirmed this observation in BrdU incorporation assays. In parallel to *Ntep* transcript suppression (GapmeR control ct=28.5 *versus* GapmeR *Ntep* ct=33.1) and indicative of decreased proliferation rates, the BrdU signal was significantly lower (Figure 3c and Supplementary Figure S9A). In contrast, expression of the cell cycle regulator *P21* mRNA (*Cdkn1a*) was strongly increased in 3T3 cells transfected with GapmeR *Ntep* (Figure 3c and Supplementary Figure S9A). A similar trend (*P*=0.16) was observed for p21 protein levels. These findings prompted us to test whether the link between P21 and *Ntep* is also present *in vivo*. We measured *Ntep* in late generation telomerase knockout mice (G4), which are known to have elevated levels of P21 owing to high levels of telomeric DNA damage.^23^ In line with the *in vitro* data, late generation telomerase knockout mice expressed significantly less *Ntep* compared with early generation (G1) knockout and wild-type mice (both have long and intact telomeric DNA) (Supplementary Figure S10).

Fibroblasts produce and secrete proteins of the extracellular matrix and have a central role as mediators of pathological fibrosis and hence their pharmacological inhibition is a therapeutic strategy.^24, 25^ To test whether pharmacological inhibition of *Ntep* impairs the production of extracellular matrix, we measured mRNA levels of several fibroblast markers. *Ntep* inhibition significantly reduced the expression of collagen 1a1 (*Col1a1*), collagen 3a1 (*Col3a1*), matrix metallopeptidase 2 (*Mmp2*), transforming growth factor *β*1 (*Tgfβ1*) and transforming growth factor *β*3 (*Tgfβ3*), but not *α*-smooth muscle actin (*A-sma*) and connective tissue growth factor (*Ctgf*) (Figure 3d and Supplementary Figure S9C). We also found that the migration capacity in GapmeR *Ntep*-treated cells was significantly reduced (Figure 3e and Supplementary Figure S9B). The ability of 3T3 cells with silenced *Ntep* to grow from single cells was severely impaired as indicated by colony-forming assays (Figure 3f). Our data suggest that *Ntep* is an essential regulator of a wide range of fibroblast characteristics.

To corroborate our findings in primary cells, we isolated mouse embryonic fibroblasts (MEFs) at E13.5 and tested the effects of *Ntep* knockdown. *Ntep* was efficiently silenced by GapmeR treatment. Importantly, *Ntep* inhibition also markedly decreased proliferation (Figure 4a) and the expression of collagens (*Col1a1*, *Col3a1*) and *Tgfβ3* (Figure 4b).

To test whether the effect of *Ntep* inhibition is limited to fibroblasts, we investigated *Ntep* inhibition in L929 cells and observed a similarly decreased proliferation (Figures 4c and d). In contrast, silencing *Ntep* in HL-1 cardiomyocytes (Figure 4e) did not affect proliferation (Figure 4f), suggesting that effects of *Ntep* inhibition may be fibroblast-specific. Finally, we asked whether increased expression of *Ntep* exerts opposite effects on fibroblasts. To this end, we generated stable lentiviral overexpression cell lines. Despite ~65-fold higher levels of *Ntep*, we did not observe significant effects when testing those cells in the assays outlined above (Supplementary Figure S11 and data not shown).

### Inhibition of *Ntep* stalls the cell cycle in G2/M and induces apoptosis

To gain insight into the molecular mechanism of *Ntep* in fibroblast biology, we performed transcriptome profiling of 3T3 cells 48 h after *Ntep* silencing. 

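For this profiling, 3T3 cells, an established line of mouse embryonic fibroblasts, were transfected with GapmeR Ntep (an antisense oligonucleotide that directs RNase H to its target) or GapmeR control at 50 nM and harvested after 48 h. Supplementary File 2 gives the dose as 2 × 50 nM. Each of 3 independent experiments gave 1 culture per GapmeR, and RNA of the 6 cultures was hybridised to 6 Agilent mouse arrays in 1 color, all on 1 slide. The methods and Supplementary File 2 name different formats of this array. Per array, between 43.7% and 53.3% of the 55681 probes were well above background, and no probe was saturated. The authors' scanner intensities, background subtracted but not yet normalized between arrays, were quantile normalized here, with values under 20 set to 20. Their 75th percentiles ranged from 946 to 1347 beforehand. After normalization, an array correlated with the others of its label at 0.978 to 0.987 on average. GapmeR Ntep replicate 2 correlated about equally with its own label (0.982) and with GapmeR control (0.983).
Ntep, named A630089N07Rik in the files, is covered by 1 probe, at bases 98283712 to 98283771 of chromosome 16 in mm9. That probe was well above background on all 6 arrays. Its signal was 473, 91.4 and 228 on the arrays labelled GapmeR Ntep of experiments 1, 2 and 3, against 272, 271 and 360.5 on the arrays labelled GapmeR control. Group means were 264 ± 193 and 301 ± 51.5 (mean ± SD, n = 3 each). The log2 difference of -0.48 (SE 0.66, limma adjusted p = 0.676) was smaller than the spread between replicates. Within experiments the difference was 0.80, -1.57 and -0.66, so 2 of 3 pairs were lower and experiment 1 went against its label. An exact permutation test gave a two-sided p of 0.7, where 3 against 3 arrays cannot reach below 0.1. Without GapmeR Ntep replicate 2 the difference changed direction, to 0.14. Because of experiment 1, the arrays are called by their labels below, and every direction is that of the label.

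**Figure D1:**
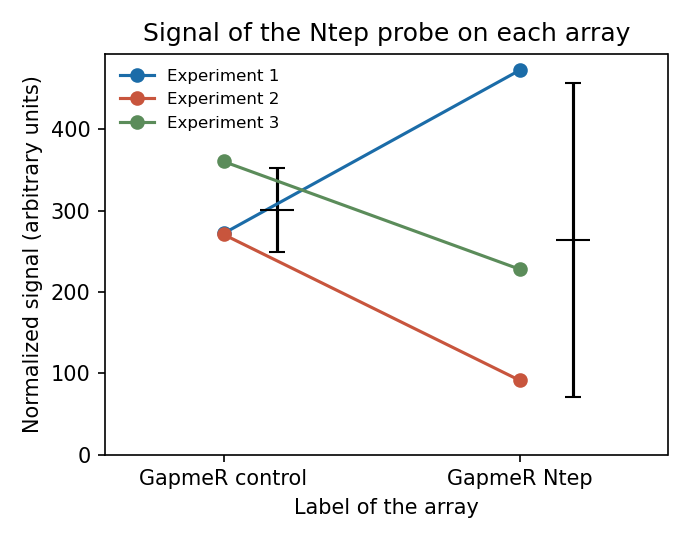
Normalized signal of the Ntep probe on the arrays labelled GapmeR control and GapmeR Ntep. Points are arrays, lines join the arrays of 1 experiment, and bars show mean ± SD (n = 3).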

Five hundred and nineteen genes were downregulated and 354 genes were upregulated in three independent experiments (fold-change cutoff: 2; *P*-value: <0.01) (Supplementary File 2). 

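Of the probes on the 6 arrays, 30994 had a mean signal of at least 50 in the brighter group and were tested with limma, and they cover 15242 genes. At a fold change of at least 2 and an unadjusted two-sided p under 0.01, 445 genes were higher and 771 lower on the arrays labelled GapmeR Ntep, all of them in each of the 3 experiments. A gene was counted once if any of its probes passed, so 1213 genes make up these counts. Adamtsl5, Lrp1 and Tasor2, picked out after the values were seen, passed in both directions with different probes. A further 197 higher and 256 lower probes had no gene in the RefSeq table. With Benjamini-Hochberg adjustment over all tested probes (adjusted p under 0.05) and the same fold change, 258 genes were higher and 400 lower. The signals of the labels did not overlap for 32.2% of the tested probes, where random labels on 3 against 3 arrays would give 10%. All 873 genes listed in Supplementary File 2 changed in the listed direction here, 845 of them past both unadjusted limits and 561 past the adjusted one. The study drew that list from the same 6 arrays by these limits, so the common direction follows from the choice. By the q-values listed there, 16 of the 873 were under 0.05, with a median of 0.130.
Array weights raised these counts most, to 1667 genes at the unadjusted limits and 1414 after adjustment. The methods' t-test with experiments as blocks lowered them most. It called 605 genes in place of 1213, and after adjustment Cndp2 alone in place of 658 (log2 1.29, named after the values were seen). Of 1216 calls by gene and direction, 428 were shared with it. With experiments as blocks in limma, 1168 genes passed the unadjusted limits, 528 higher and 642 lower, and 373 passed after adjustment, 186 higher and 187 lower. Leaving out 1 array took the unadjusted count to 634 (without GapmeR control replicate 2), 680 (without control replicate 3) or 726 (without Ntep replicate 3). The adjusted count fell to 21, 39 and 30 in the same order, and to 295 and 285 without replicate 1 of Ntep or of control.
Among probes well above background on all arrays, H2bc23 rose most on the arrays labelled GapmeR Ntep, from 257 ± 102 to 4729 ± 1430 (log2 4.22, SE 0.41, adjusted p = 0.0244). Next were Rab10os (log2 3.78, adjusted p = 0.0378), Pate14 (3.67, 0.0537) and Pygm (3.54, 0.0399). A dimmer probe of Rab10os differed by 1.06. The largest fall was that of Gm4951, from 11276 ± 2529 to 340.2 ± 125 (log2 -5.10, SE 0.39, adjusted p = 0.0188). Nlrc5 (-4.76, 0.0168), Iigp1 (-4.74, 0.0359), Psmb9 (-4.71, 0.0294) and Apod (-4.63, 0.0511) followed. These 9 genes changed in the same direction in each of the 3 experiments. The 7 with an adjusted p under 0.05 all lost it without GapmeR control replicate 2 (from 0.0921 for Nlrc5 to 0.159 for Pygm). All 7 also lost it without GapmeR Ntep replicate 3 (from 0.0686 for Gm4951 to 0.130 for Rab10os). None of the 9 changed direction when 1 array was left out. Without GapmeR Ntep replicate 2, Pate14 passed (0.0442). With experiments as blocks the adjusted p was 0.0536 for H2bc23, 0.0541 for Gm4951, 0.0699 for Iigp1, 0.0561 for Psmb9 and 0.0340 for Apod.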

We performed gene set enrichment analysis (GSEA) as described^26, 27^ using hallmark gene sets to focus on specific, well-defined biological processes to reduce noise and redundancy (Supplementary Table S2). 

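The hallmark sets were not used here. In their place stand the Reactome DNA repair set of the fgsea package (138 genes) and a list of 30 genes of the integrated stress response, fixed before the data were examined. They were tested with camera of limma, with 1 probe per gene over 15223 genes, two-sided, with adjustment over 8 lists. Of the DNA repair set, 131 genes were tested and 60 were higher on the arrays labelled GapmeR Ntep. Their median log2 difference was -0.06 and their mean -0.11 (adjusted p = 0.551), with medians of -0.18, 0.01 and -0.01 in the 3 experiments. Adjusted over the set alone, 5 genes were higher and 8 lower, 13 in all, against 7 in all when adjusted over all genes. Scaling arrays to their 75th percentile moved the median of all genes by 0.15 and that of this set to 0.09, still below the shift (adjusted p 0.340 to 0.933 over all alternatives).
The integrated stress response list had 29 genes tested, of which 27 were higher on the arrays labelled GapmeR Ntep, with a median of 0.58 and a mean of 0.70 (adjusted p = 1.07e-06). Medians by experiment were 0.38, 0.67 and 0.64. Another split of the same 6 arrays gave this list an unadjusted p of 2.2e-05, against 2.67e-07 by the labels. Of its genes, 1 passed after adjustment over all genes and 13, all higher, after adjustment over the list. Trib3 rose by 0.94 (SE 0.17, adjusted p = 0.0575), Chac1 by 0.86, Ddit3 by 0.79, Atf4 by 0.39 and Asns by 0.25, the last 4 with adjusted p of 0.0709 to 0.418, and each in all 3 experiments. A dimmer probe of Atf4, also well above background on all arrays, was higher by 1.44 and passed (0.0370). Asns passed with experiments as blocks (0.0499), the brighter Atf4 probe without GapmeR control replicate 1 (0.0445). With fry, 6 of the 8 lists passed, this one included and the DNA repair set not. With correlation between genes estimated from the 6 arrays none did (0.226 to 0.786).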

Gene sets associated with proliferation (e.g. mTORC1 signalling and c-myc targets) and DNA-damage pathways (UV response pathway, unfolded protein response pathway, DNA repair and TNF*α* signalling pathway) were significantly enriched (Figure 5a). In addition, the P53 pathway was significantly upregulated in response to *Ntep* silencing (Figure 5a). 

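A list of 30 P53 target genes was fixed before the array files were opened, but after Supplementary File 2 had been read. Of its genes, 29 were tested and 18 were higher on the arrays labelled GapmeR Ntep. The median log2 difference was 0.51 and the mean 0.26 (camera, two-sided, adjusted p = 0.0279). All 3 experiments had a positive median, at 0.38, 0.47 and 0.55. Another split of the arrays gave a smaller unadjusted p (0.0102) than the labels (0.0139). Over the list alone, 7 genes were higher and 1 lower after adjustment, 8 in all, and after adjustment over all genes 4 passed. The call was lost with 75th percentile scaling (0.0569), without GapmeR Ntep replicate 1 (0.0542) and without replicate 3 (0.0521), and it spanned 0.00427 to 0.226 over all alternatives.
Cdkn1a went from 6373 ± 903 to 14839.5 ± 5323 (log2 1.17, SE 0.31, adjusted p = 0.107), with 1.54, 0.89 and 1.06 in the 3 experiments. Bbc3 was higher by 0.61 (SE 0.13, adjusted p = 0.0712) in all 3. Mdm2 differed by 0.06 (adjusted p = 0.587), Ccng1 by -0.07 (0.353) and Bax by -0.06 (0.952). With 75th percentile scaling, which shifts all genes by 0.15, Bax (0.09) and Ccng1 (0.11) changed direction. Without GapmeR Ntep replicate 1 or GapmeR control replicate 2 or 3 Bax changed direction too, to 0.27, 0.17 and 0.10. From the enrichment of the P53 hallmark set in Fig. 5a the paper concludes that the P53 pathway was upregulated, and the list here differs from that set. The limits differ too. The paper applied a higher FDR limit, given in the legend of Fig. 5a, than the 0.05 set here for the adjusted p. A call lost here is therefore not a failure by the paper's limit.

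**Figure D2:**
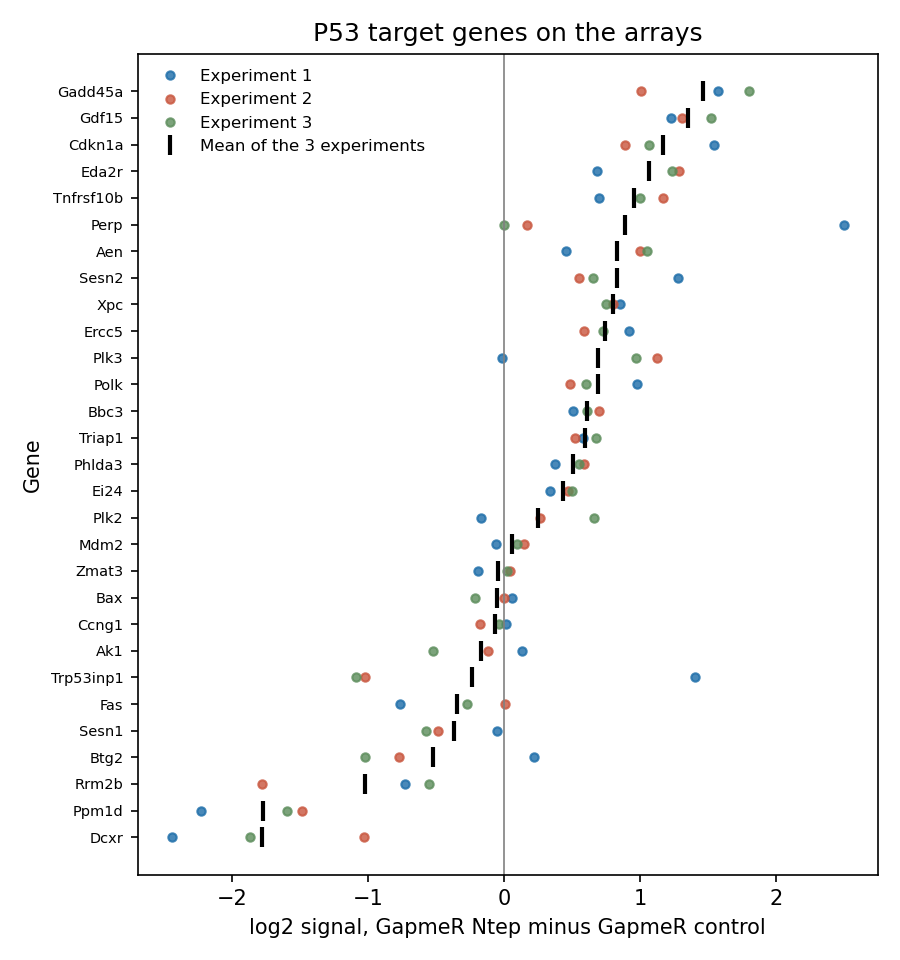
Log2 difference of the 29 tested P53 target genes between the arrays labelled GapmeR Ntep and GapmeR control. Points are the 3 experiments and bars their mean.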

Higher levels of P53 in GapmeR *Ntep*-treated cells confirmed the microarray data (Figure 5b). Since apoptosis-related pathways were upregulated, we next measured caspase-3/7 activity. 

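The Reactome apoptosis set of the fgsea package has 157 genes, of which 129 were tested. On the arrays labelled GapmeR Ntep, 76 of them were higher and the median log2 difference was 0.12, with 0.02, 0.10 and 0.20 in the 3 experiments. The mean, at -0.09, was on the other side of 0. Camera ranked the set as higher with an adjusted p of 0.423 (two-sided, 0.161 to 0.846 over all alternatives), while fgsea ranked it as lower (0.576). At a fold change of 2 and p under 0.01, 3 genes were higher and 9 lower. After adjustment over the set alone, 8 were higher and 13 lower, 21 in all, against 9 in all after adjustment over all genes.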

We found a marked increase in cells treated with GapmeR *Ntep* compared with GapmeR control (Figure 5c). To test whether the observed effects are directly mediated through P53, we repeated the experiments in *p53*-deficient fibroblasts. Strikingly, the effects on proliferation and apoptosis were completely rescued (Figures 6a–c), indicative of a direct *Ntep*–P53 axis.

We then tested whether upregulation of P53 and caspase-3/7 activity can be blocked by pifithrin-*α*, an agent that suppresses DNA-damage-induced apoptosis by targeting targets of P53 but not P53 itself.^28, 29^ As expected, the mRNA level of *P53* was not significantly changed, but the level of its proapoptotic targets *Bak and Bax* dropped significantly This was not observed for the apotosome gene *Apaf-1*. PFT-*α* had no impact on the expression level of *Ntep* itself (Figure 7a). The activity of caspase-3/7 was fully rescued after PFT-*α* treatment (Figure 7b). These findings were confirmed by terminal deoxynucleotidyl transferase dUTP nick-end labelling (TUNEL) staining, inhibition of *Ntep* significantly increased the number of TUNEL-positive cells, which was rescued by PFT-*α* treatment (Figures 7c and d).

We next investigated which cell cycle check point is affected by *Ntep* inhibition. At 48h or 72 h after transfection with GapmeR *Ntep* or controls, 3T3 cells were stained with propidium iodide followed by cell cycle analysis. No differences were observed during the S phase. However, *Ntep* knockdown resulted in a marked drop of cells in G0/G1, whereas the number of cells residing in the G2/M phase was doubled (Figure 7e and Supplementary Figure S12). The level of G2/M-specific cyclin B1 was strongly increased after inhibition of *Ntep* (Figure 7f), suggesting that the cells are stalled in G2/M. In addition, we used a cyclin B1-GFP reporter^30^ to FACS-sort 3T3 cells into GFP-positive and GFP-negative cells. In line with the former results, the expression of *Ntep* was significantly higher in the S/G2/M phase (GFP-positive fraction) compared with cells in the G1 phase (GFP-negative fraction) (Figure 7g). To test whether the transition from M to G1 is impaired, we arrested cells with nocodazol in the M phase. However, after releasing this cell cycle blockade, we did not observe differences between GapmeR *Ntep-*treated and control cells (data not shown). Collectively, these data suggest that *Ntep* is regulated in a cell cycle-dependent manner and that it is required for the progression through the G2/M phase of the cell cycle.

### *Ntep* is a conserved lncRNA

Finally, as antifibrotic targets for treatment of human disease (cardiac-, lung-, kidney fibrosis, etc.) are scarce and non-coding RNAs are emerging as novel, druggable disease targets,^31^ we investigated if homologues of *Ntep* can be identified in other species including human. To this end, we searched the human genome assembly (GRCh38.p10) and rat genome assembly (Rnor_6.0) from Ensembl for putative homologues in human and rat. The sequence of *Ntep* was blasted against the sub-database 'Ensemble Non-coding RNA genes'. Two recently annotated non-coding transcripts, ENST00000344893 and ENSRNOT00000079320 were identified as the best homologues of *Ntep* in the human and rat genome, which represent a remarkable degree of sequence conservation of 42.9% and 37.7%, respectively (Supplementary Figure S13).

## Discussion

LncRNAs are emerging novel regulators of various cellular mechanisms.^32^ In fact, owing to the large number of lncRNAs and their diverse modes of action, it is likely that they have crucial roles in virtually any cellular pathway.^4^ To discover pathway-specific lncRNAs several methods such as qPCR-profiling platforms, microarray or next-generation sequencing (NGS)-based methods are available. Nevertheless, owing to the relatively low expression of many lncRNAs, NGS requires a high sequencing depth (70–300 million reads), which comes at high costs and only gives information about lncRNA abundance but not function.

Here, we describe the development and application of a large 26 k shRNA library approach for the unbiased discovery of lncRNA functions, which is customizable and suitable for other screening applications. In this study, the inhibition of lncRNAs with shRNAs was combined with the readout of the shRNA barcode via NGS. This provides a low level of background noise, because virtually every shRNA is detected. Importantly, our library contains six to seven different shRNAs for each lncRNA target (in total 3842 non-coding targets, incl. lncRNAs and UCE), which largely enhances lncRNA knockdown efficiency and simultaneously limits off-target effects. In particular, we considered lncRNAs only a 'hit' if in the screening approach at least four out of the six to seven shRNAs for a given lncRNA were identified.

Thus, we report a method that combines intelligent loss-of-function screening by RNA interference (RNAi) with the advantages of NGS to screen for immediate identification of specific lncRNA functions.

To provide proof of concept, we applied our library to 3T3 fibroblasts and aimed to identify lncRNAs, which have crucial roles in fibroblast proliferation. We identified and further validated one particular lncRNA, which we named *Ntep*.

Functionally, we found that *Ntep* expression is decreased in antiproliferative environments such as hypoxia and starvation. With cycle threshold (ct) values of ~28.5 in 3T3 cells, *Ntep* is a relatively abundant lncRNA and its silencing by GapmeRs inhibits proliferation and strongly impairs common fibroblast features. This was also true for other fibroblasts such as MEF cells and L929 fibroblasts, but not for HL-1 cardiomyocytes, suggesting a rather fibroblast-specific function. Fibroblasts lacking *Ntep* lose their ability to migrate and to express major markers of fibroblasts. Our initial screening identified *Ntep* as a regulator of proliferation, after which we named this uncharacterized lncRNA. However, our in-depth analyses suggests that loss of *Ntep* may have more global effects and affects cell viability of fibroblasts, whereas *Ntep* seem dispensable in other cell types (HL-1). In contrast to the antiproliferative and antifibrotic consequences of *Ntep* inhibition, we do not find evidence for opposite effects when *Ntep* was overexpressed. LncRNA overexpression using lentiviral constructs does not necessarily increase the endogenous function of the target, as it is critical where the overexpressed transcript locates to and whether the native three-dimensional structure can be formed. An attempt to mimic the natural function harbours challenges, which has already been reported for several studies when overexpressing lncRNAs.^33^

Mechanistically, we demonstrated that *Ntep* is cell cycle regulated. *Ntep* levels in the G1 phase are significantly lower than in subsequent phases, which is in line with the finding that cells depleted for *Ntep* arrest in the G2/M phase of the cell cycle and express higher levels of cyclin B1. Cells lacking *Ntep* seem to pass the first cell cycle checkpoints but do not enter into or do not complete mitosis. This may explain the abnormal morphology of nuclei from GapmeR *Ntep*-treated cells, which appear shrunken and have a rather irregular shape. 

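The genes that Fig. 5a labels for these sets were chosen by the study on the same 6 arrays, so their values here are not independent of that choice. On the arrays labelled GapmeR Ntep, the 19 tested genes of the DNA repair heatmap had a median log2 difference of 0.71, and 7 passed after adjustment over all genes. Those labelled first were Brf2 (1.39, SE 0.14, adjusted p = 0.0249), Dctn4 (1.74, 0.0496, and 1.72, 0.0526 by a second probe), Vps37b (0.94), Xpc (0.80, 0.0352) and Snapc4 (0.79, 0.0329). In the P53 heatmap the median of 20 genes was 1.07 and 9 passed, among them H1f2 (2.17, SE 0.26, adjusted p = 0.0324), Ndrg1 (1.69, 0.0431) and Rad9a (1.21, 0.0492), beside Prkab1 (1.27, 0.0658). Of the heatmap headed UV response, 20 genes had a median of 1.36 and 5 passed, among them Egr1 (2.42, SE 0.33, adjusted p = 0.0380) and Efna1 (1.07, 0.0394), beside Tnfsf9 (0.90, 0.0881). Genes are given under the headings printed in the figure, and whether this one and that of TNFα signalling are interchanged was not settled here, so 1.36 may belong to either. All of the genes named here were higher in each of the 3 experiments. Every one with an adjusted p under 0.05 lost it without GapmeR control replicate 2 (from 0.111 for Brf2 to 0.182 for Dctn4). Each of these calls was also lost without control replicate 3 or GapmeR Ntep replicate 1 or 3, so the loss is not particular to 1 array. None of these genes changed direction when 1 array was left out. With experiments as blocks the adjusted p was 0.0567 for H1f2, 0.0826 for Ndrg1, 0.0616 for Rad9a, 0.0745 for Egr1 and 0.0442 for Prkab1.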

The GSEA data revealed that several pathways associated with DNA-damage responses are upregulated after *Ntep* inhibition including 'the P53 pathway', 'the upregulation of UV response' and 'increased DNA repair'. This suggests that lack of *Ntep* results in a higher load of DNA damage. Accordingly, we identified increased levels of apoptosis in those cells concomitant with a higher expression of the proapoptotic factors *Bax* and *Bak*, as well as *Apaf-1* as a component of the apoptosome.^34^

We also found significantly higher expression of P53 upon inhibition of *Ntep*. Interestingly, increased level of apoptosis can be rescued by treatment with PFT-*α*, which inhibits P53 targets indicating that *Ntep* does not directly repress proapoptotic genes, but is rather associated with the master regulator P53. This was further supported by a rescue of the proliferation and apoptosis phenotypes when *Ntep* was inhibited in p53-deficient fibroblasts. Our data further suggest that also P53 activation is an effect secondary to a stalled cell cycle and higher level of DNA damage (as shown by upregulated DNA-damage response pathways).

In summary, this study provides proof of principle for a comprehensive large shRNA library approach for functional identification of lncRNAs important for proliferation. This approach is customizable to other screening settings, like pathway analysis through combination with biosensors (i.e. fluorophore-labelled 'protein X'). Subsequent molecular analysis revealed that *Ntep* is cell cycle regulated and indispensable for completing the cell cycle and maintaining the fibroblast phenotype of 3T3 cells, and also primary fibroblasts. Finally, the identification of a human homologue transcript warrants further investigation of the role of *Ntep* in fibrosis biogenesis and potential therapeutic target.

## Materials and methods

### Animal study

All animal studies were performed in accordance with the relevant guidelines and regulations and with the approval of the Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit.

The tissue for measuring the expression of *Ntep* in different organs was harvested from 12-week-old C57BL6J male mice.

### Statistics

All *in vitro* experiments were performed as indicated in the corresponding figure legends; in general, three independent experiments were performed (*n*=3). For each independent experiment, three biological replicates were generated, unless stated otherwise. Thus, the statistics were calculated using the mean value of each experiment. Data are presented as mean of independent experiments/independent samples±S.E.M. The variances were similar between groups that are being compared. Statistical analysis was carried out using GraphPad Prism 6 (GraphPad Software, La Jolla, CA, USA). For analysis of two groups, an unpaired two-tailed Student’s *t*-test was used. For comparison of three or more groups, one-way ANOVA followed by Tukey’s post-test was applied.

### Cell culture experiments

Mouse fibroblast 3T3 cells, MEFs, p53-deficient primary MEFs (a kind gift from Dr Natalia Ronkina, Institute of Cell Biochemistry, Hannover Medical School, Hannover, Germany) and HEK293T cells were cultured in DMEM (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% FBS (Sigma-Aldrich, St. Louis, MO, USA) and 1% penicillin/streptomycin (100 U/ml : 100 *μ*g/ml; Sigma-Aldrich) at 37 °C in 5% CO_2_. L929 fibroblasts were cultured in DMEM supplemented with 10% FBS, 1% penicillin–streptomycin and 2mM l-glutamine. HL-1 murine cardiomyocytes were cultured in claycomb medium (Sigma-Aldrich) supplemented with 10% FBS, 1% penicillin–streptomycin, 0.1 mM norepinephrine and 2mM K-glutamine. Primary MEFs were isolated from E13.5 embryos using standard methods from C57BL/6N mice. MEF cells were used for experiments until the fifth passage. For post-transcriptional lncRNA silencing, GapmeRs (Exiqon part of Qiagen, Venlo, The Netherlands) against *Ntep* were used. Cells were transiently transfected using 50 nM GapmeRs and X-tremeGENE HP Transfection Reagent (Sigma-Aldrich). GapmeR-negative control a (=GapmeR control) was used for control treatment (5′-AACACGTCTATACGC-3′). Three different *Ntep* sequences were tested initially (GapmeR *Ntep* no. 1: 5′-TTACGGCTGTCTTCTT-3′ GapmeR *Ntep* no. 2: 5′-TACATCACTTCATAGG-3′ GapmeR *Ntep* no. 3: 5′-TCTGGAGTTAGTCGTT-3′). The inhibition was strongest using GapmeR *Ntep* no. 3, which we call GapmeR *Ntep* in the manuscript. Inhibition of P53 targets was achieved by treating cells with 10 *μ*M pifithrin-*α* (Enzo Life Sciences, Farmingdale, NY, USA) solved in DMSO. For hypoxia studies, 3T3 cells were exposed to low oxygen (0.2% O_2_) for 24, 48 and 72 h. For induction of starvation, 3T3 cells were grown for 24 h in DMEM supplemented with 1% penicillin–streptomycin and 1% FBS or 0.1% FBS. The cells lines used in this study are tested for mycoplasma contamination on a regular basis (every 1–2 months). 3T3 cells are from the lab of Stefan Engelhardt (TU München, Germany), and HEK293T cells are from the lab of Nico Lachmann (MH Hannover, Germany).

### RNA isolation

Total RNA of tissues and cultured cells was isolated using RNeasy Mini Kit (Qiagen) or TriFast method (VWR Life Science, Radnor, PA, USA) according to the manufacturer’s instructions. Quantification and quality control were performed with Synergy HT Reader (BioTek Instruments, Winooski, VT, USA).

### Reverse transcription

For gene expression analysis, 100–1000 ng RNA was reverse transcribed with iScript Select cDNA Synthesis Kit (Bio-Rad Laboratories, Hercules, CA, USA). For gene-specific reverse transcription, Superscript III Reverse Transcriptase (Thermo Fisher Scientific) was used.

### DNase digest/*Ntep* amplicon validation

For detection in subcellular fractions and for validation of the *Ntep* primers, total RNA was DNase-treated with the RNase-free DNase set (Qiagen) before reverse transcription. Five hundred nanogram of RNA was incubated with 0.3 U of DNase I in 20 *μ*l total volume, containing 1x RDD buffer (Qiagen) and 10 U RNAseOUT (Thermo Fisher Scientific), at 37 °C for 30 min. The digestion was stopped by adding 1.25 mM EDTA and incubated at 65 °C for 5 min. For reverse transcription up to 10 *μ*l DNase-digested RNA were used. The removal of the DNA was confirmed by performing reverse transcription in the absence and presence of reverse transcriptase (±RT) before GS-PCR or qPCR. The amplicon from qPCR and GS-PCR was separated on a 2% agarose gel, excised and the QIAquick Gel Extraction Kit (Qiagen) was used to extract and to clean the DNA fragment. The sequence was validated using by DNA sequencing (Eurofins Scientific, Luxembourg).

### qPCR analysis

For quantitative detection of lncRNAs and mRNAs, the cDNA was used for qRT-PCR in a CFX96 Touch Real-Time PCR Detection System (Bio-Rad) with specific primers (Supplementary Table S1) and the iQ SYBR Green Mix (Bio-Rad) according to the manufacturer’s protocol.

Gene expression levels were normalized to levels of hypoxanthine-guanine phosphoribosyltransferase, 18S ribosomal RNA or *β*-actin. In addition to relative expression, in some figures, the expression of *Ntep* is given as 'ct value'.

### Polymerase chain reaction

For amplification of *Ntep* the HotStarTaq Master Mix Kit (Qiagen) was used according to the manufacturer’s protocol.

### Genome-wide pooled shRNA screen

A 26 391 element shRNA library (26 k) was created to target 3842 murine lncRNAs and ultraconserved elements. The targets were chosen from lncRNAs listed in RefSeq (https://www.ncbi.nlm.nih.gov/refseq/) in 2013 (Cellecta, Mountain View, CA, USA), from the top 50 hits from microarray lncRNA analysis of Viereck *et al.*^35^ and unpublished data and from lists of ultraconserved elements.^36^ The barcoded shRNA sequences were assembled into a pRSI16 vector backbone, containing a puromycin resistance marker and an RFP reporter (Supplementary Figure S1). The transduction efficiency of 3T3s cells was determined measuring the percentage of RFP-positive cells at the core facility cell sorting (Hannover Medical School). The shRNA expression was under the control of a constitutive U6 promotor and each shRNA was linked to a unique barcode, which could be identified by HT sequencing. The library contained 6–7 shRNAs per lncRNA and additionally 38 shRNAs to target luciferase as an internal control. The threshold for analysing the results was set according to the luciferase shRNA distribution. Twenty million 3T3 cells were infected with an MOI of 0.5, which allows an infection rate of at least 100 cells per shRNA. The infection was carried out in suspension using polybrene (1 *μ*g/ml; Santa Cruz, Dallas, TX, USA). After 3 days, the cells were selected using puromycin (5 *μ*g/ml; Santa Cruz) for 2 days. In advance, the concentration of puromycin was tested in a dose–response range from 0.5 to 10 *μ*g/ml, to identify the concentration that would destroy >90% of cells in 72 h. After puromycin selection, an aliquot of the cells was taken for baseline sampling for sequencing. Five million infected cells were stained with CFSE according to the manufacturer’s description (CellTrace CFSE Cell Proliferation Kit Protocol; Thermo Fisher Scientific). Additionally, an aliquot of non-infected 3T3 cells was stained. The cells were allowed to proliferate for 5 days. Afterwards, the proliferative status of the 3T3 cells was measured using the FACS Aria Fusion System (BD Bioscience, Franklin Lakes, NJ, USA) at the core facility cell sorting (Hannover Medical School). The sorting gates were set according to the signal of the non-infected, but CFSE-stained 3T3 cells, assuming that the library-infected, CFSE-stained 3T3 cells would have a different proliferative status. Infected cells with a high and low CFSE signal were sorted (two populations) (Supplementary Figure S2). Together with the baseline sampling aliquot, the samples were sent to Cellecta for further processing. DNA was extracted and the harbouring barcodes amplified. The representation of the barcodes was measured by HT sequencing on an Illumina GA2X System (Illumina, San Diego, CA, USA). The complete raw data can be found in Supplementary File 1. The labels in brackets refer to the labels of Supplementary File 1. The plasmid collection used for shRNA library generation was sequenced ('plasmid') and normalized to 20 million reads ('plasmid_20M'). Further, the baseline sample, which was taken from the 3T3 cells infected with the shRNA library after puromycin selection before CFSE staining, was sequenced ('baseline') and normalized to 20 million reads ('baseline_20M'). These two normalized values were compared to secure an even shRNA distribution before and after transduction of the initial library (Figure 1b). The sequencing results derived from cells with a weak ('CFSE-low') or strong CFSE ('CFSE-high') signal were normalized to 20 million reads as well ('_20M'). The shRNA distribution was calculated as the ration of 'CFSE-low_20M' or 'CFSE-high_20M' to 'baseline_20M'. To buffer random count variations in low-abundance shRNAs, a small fixed amount of reads was added to each value before calculating the ratio ('+20'). Further, the distribution of shRNAs against a luciferase control was measured in CFSE-low/high cells. Since this distribution is random, it was used as a cutoff for random shRNA distribution. The final shRNA distribution in cells with weak ('CFSE-low') or strong CFSE ('CFSE-high') signal is given as 'Norm (Ratio CFSE-low/baseline)' and 'Norm (Ratio CFSE-high/baseline)'. We wanted to focus on lncRNAs whose inhibition was leading to a decrease in cell proliferation. Thus, we searched for shRNAs that were overrepresented in the population with a high CFSE signal (low proliferating cell pool) and underrepresented in the population with a low CFSE signal (high proliferating cell pool). Normalized barcode reads in the sub-population with a CFSE signal higher than fold-change=1.3 were considered, in the sub-population of a low CFSE signal the read was considered when it was lower than 0.7.

### Generation of transgenic 3T3 cell lines

#### 3T3 cells stably expressing cyclin B1-GFP

The plasmid used for generation of 3T3 cells stably overexpressing cyclin B1 fused to GFP was a kind gift from Amir Eden's lab.^30^ Lentiviral particles were produced in HEK293T cells with the help of additional plasmids pMDL-g/pIIE, pRSV-rev and pCMV-VSVG using liposomal transfection. The supernatant was harvested 48 and 72 h post-transfection and concentrated applying Amicon Ultra Centrifugal Filter Units (Merck Millipore, Billerica, MA, USA) with a molecular weight cutoff of 100 000. Concentrated lentivirus was transduced to 3T3 cells at ratios from 1 : 100 up to 1 : 20 000 to calculate the viral titre. 3T3 cells were infected with the viral particles using protamine sulphate. 3T3 cells+pLV− cyclin B1-GFP were sorted according to the GFP signal using the FACS Aria Fusion System (BD Bioscience) at the core facility cell sorting (Hannover Medical School).

#### 3T3 cells stably expressing *Ntep*

For overexpression of *Ntep* in combination with a selectable marker, bidirectional lentiviral vectors (pLV+) containing an antisense-oriented expression unit for *Ntep* (NR_015491.1.1) and a sense-oriented expression unit for eGFP-2A-Puro were cloned. Vectors lacking the *Ntep* sequence were used as controls (pLV+empty). Lentiviral particles were produced in HEK293T cells with the help of additional plasmids pMDL-g/pIIE, pRSV-rev and pCMV-VSVG by transient transfection according to standard procedures.^37^ Viral supernatants were harvested 48 h post-transfection and transduced into 3T3 cells. After the initial puromycin selection, transgenic cells were cultured as described above.

### Transcriptome profiling after *Ntep* suppression

Total RNA was isolated from 3T3 cells treated with GapmeR *Ntep* and GapmeR control for 48 h using RNeasy Mini Kit (Qiagen) from three independent experiments. Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) was used for RNA quantification and quality control before microarray-based mRNA. Microarray raw data (Mouse GE 4x180K; Agilent Technologies) used or referred to in this publication were generated by the Research Core Unit Transcriptomics of Hannover Medical School.

To identify genes whose expression is influenced by *Ntep* levels in fibroblasts, a GSEA was performed.^26, 27^ GSEA was applied using annotations from hallmark gene set to gain reduced noise and redundancy.^38^ Thirteen gene sets were reported to be upregulated in *Ntep*-suppressed samples, of which eight gene sets were selected with an FDR threshold of below 25% as suggested by the GSEA User Guide from Broad Institute. The complete list is shown in Supplementary Table S2.

### Subcellular fractionation

Fragmentation of 3T3 cells into cytoplasmic and nucleic fractions was performed as described previously.^39^

### Proliferation assay

For cell proliferation assays, 3T3, MEF, HL-1 and L929 cells were seeded into 96-well plates. BrdU Cell Proliferation ELISA Kit (Abcam, Cambridge, UK) was used to measure the proliferation rate of fibroblasts. The assay was performed according to the manufacturer’s instructions.

### Colony-forming assay

3T3 cells were treated with either GapmeR *Ntep* or GapmeR control as described above and harvested 48 h post-transfection. To measure the ability of single cells to grow in a colony, 100 mm Petri dishes were seeded with 200 cells each. Colonies were monitored over a period of 11 days, after that the colonies were fixed, stained with crystal violet (0.5% (w/v); Sigma-Aldrich) and counted.^40^ The assay was carried out in three independent experiments. For each experiment, three biological replicates were performed with five Petri dishes per replicate.

### Cell cycle analysis

After 48 and 72 h of transfection of 3T3 cells with either GapmeR *Ntep* or GapmeR control as described above, cells were fixed and stained for cell cycle analysis using Guava Cell Cycle Reagent for Flow Cytometry (Merck Millipore) according to the manufacturer’s instructions.

### Scratch assay

The migration capacity of 3T3 cells with a suppressed level of *Ntep* was monitored. Therefore, 3T3 cells were transfected with either GapmeR *Ntep* or GapmeR control. Three hours before scratching, the cells were treated with mitomycin C (10 *μ*g/ml; Sigma-Aldrich) to stop proliferation and a horizontal scratch through the well was made using a pipette tip. Microscopic images were captured 0, 4, 6 and 24 h after the scratch application. The wound area was calculated by the use of NIS-elements BR Software (Nikon, Tokio, Japan). Migration index was calculated using the formula: (area (0 h)−area (6 h))/area (0 h).

### Caspase-3/7 assay

The activation of caspase-3/7 was measured in GapmeR *Ntep* or GapmeR control-treated 3T3 cells using the Caspase-Glo 3/7 Assay Systems (Promega, Fitchburg, WI, USA) according to the manufacturer’s instructions.

### TUNEL staining

TUNEL was performed in GapmeR *Ntep*- or GapmeR control-treated 3T3 cells using the *In Situ* Cell Death Detection Kit Fluorescein (Sigma-Aldrich). Three repeats per group were performed with 15 images taken and analysed for each repeat. The TUNEL-positive cells and DAPI-positive cells were counted from each image for analysis.

### Protein coding potential

To assess the protein coding potential of *Ntep* potential, ORFs were calculated using the given sequence for *Ntep* from RefSeq (Supplementary Figure S6). We used two independent tools to enhance the quality of predictions; Sequence Manipulation Site: ORF Finder^21^ and Coding Potential Calculator.^22^ To check 3T3 cells for potential peptides arising from the ORF, 3T3 cells stably overexpressing *Ntep* (3T3 pLV+*Ntep*) or harbouring a control vector (3T3 pLV+empty) were collected and the protein content isolated according to standard conditions. The protein lysate were alkylated using acrylamide (40%, 4K solution; Applichem, Darmstadt, Germany) for the purpose of mass spectrometry analysis. Thirty micrograms of each lysate were loaded onto 4–15% Mini-PROTEAN TGX Precast Protein Gels (Bio-Rad) and separated using SDS-PAGE. Proteins were stained using Coomassie Brillant Blue G250 (Thermo Fisher Scientific) according to standard procedure. The stained SDS-gel was further processed for mass spectrometry analysis at the MS Core Facility Proteomics at the Hannover Medical School. Therefore, the proteins samples in the designated range (Supplementary Figure S6) were in-gel digested and the harbouring peptides were analysed using the LC-MS System (Thermo Fisher Scientific, Waltham, MA, USA). Resulting data were searched for the predicted peptides against an in-house database.

### Western blotting

A total of 10–30 *μ*g of total protein were separated by SDS-PAGE, transferred to PVDF membrane and analysed by western blotting using standard protocols. The following antibodies were used to detect antigens: cyclin B1 (Santa Cruz; sc-245), p53 (Cell Signaling; 2524s), p21 (Thermo Fisher Scientific; MA1-91045) and GAPDH (Abcam; ab8245). Luminol reagent was used to detect the signals on the membrane using X-ray films (Kodak, Nusew York, Vereinigte Staaten, USA). Band intensity was calculated using the ImageJ Software (NIH, Bethesda, MD, USA).

### Fluorescence confocal microscopy

For immunofluorescence confocal microscopy, cells treated with GapmeR *Ntep* and GapmeR control were fixed in 4% PFA and permeabilized with 0.1% Triton X-100, followed by washing with PBS. Cells were stained with DAPI (1:1000; Sigma-Aldrich) in 5% donkey serum in PBS for 60 min. After washing with PBS, slides were embedded with Prolong Antifade (Thermo Fisher Scientific). Confocal imaging was prepared with a Zeiss LSM 780 using a Plan-Apochromat x40 water objective (Zeiss, Oberkochen, Germany).

## Accession number

The microarray data set can be accessed under the GEO accession number GSE94049; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94049.

## Figures and Tables

**Figure 1:**
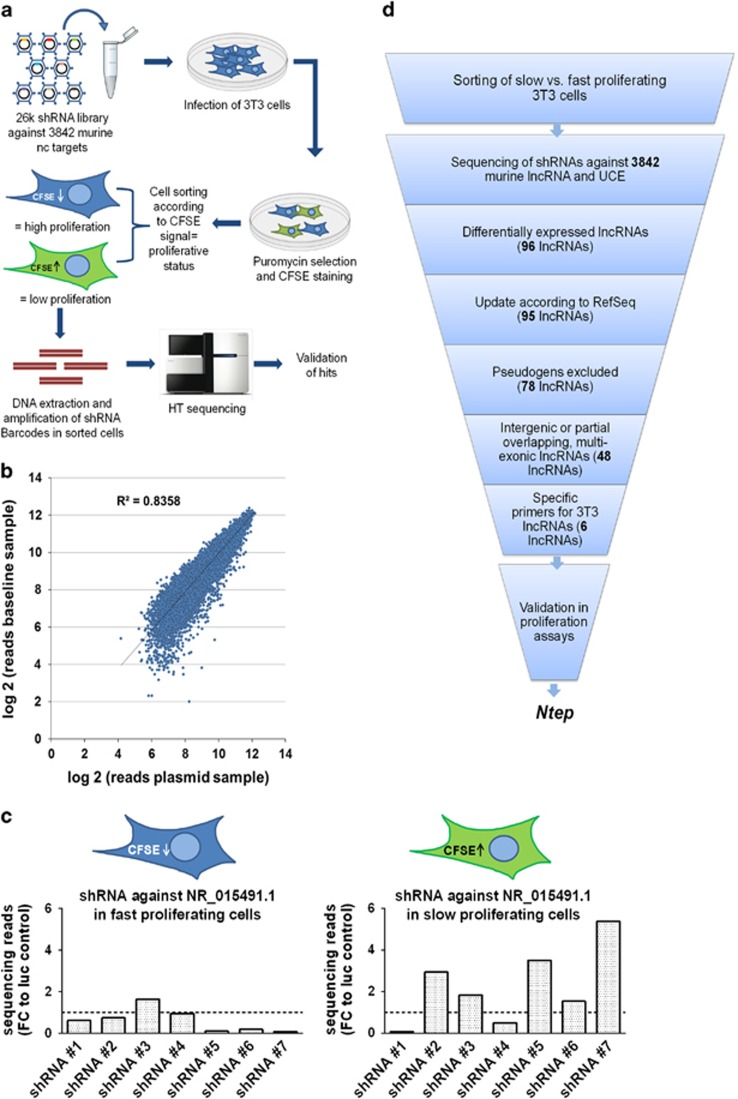
Experimental design and selection strategy for the identification of lncRNAs essential for proliferation. (**a**) Schematic workflow of proliferation-based lncRNA shRNA library screen in 3T3 cells. (**b**) Library infection quality control: Scatter plot of the log 2-transformed DNA sequencing read values from baseline sample (5 days post library infection) normalized to 20 million reads *versus* the sequencing reads of the input pooled plasmid library normalized to 20 million reads. (**c**) Sequencing reads of shRNA barcodes against lncRNA NR_015491.1 (*Ntep*) in CFSE-low and -high sub-populations. Data are fold-change (FC) relative to barcode reads of shRNAs in each sub-population against luciferase control. (**d**) Scheme of the selection strategy to narrow down initial lncRNA candidates that influence proliferation. UCE, ultraconserved elements

**Figure 2:**
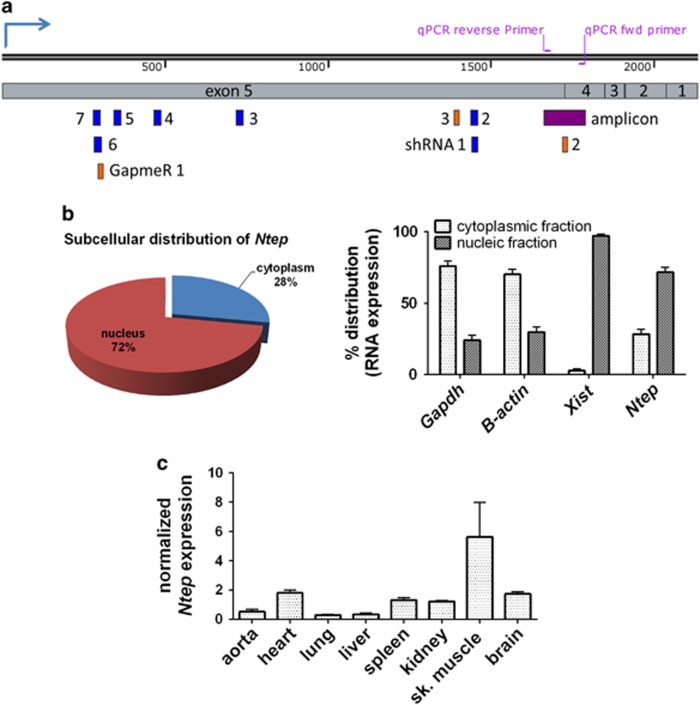
*Ntep* is a mainly nuclear lncRNA. (**a**) Graphical representation of *Ntep* showing multiple exons with different lengths according to GRCm38/mm10. Primers used for qPCR analysis are shown in purple, individual shRNAs from shRNA library are shown in blue and GapmeRs used to target *Ntep* are shown in orange. (**b**) Subcellular distribution of *Ntep* in 3T3 subfractions, 18s, *GAPDH*, *β-Actin* and *Xist* expression levels were measured as positive controls. Data are % distribution calculated to complete amount of transcript in qPCR analysis±S.E.M. (*n*=3 independent experiments). Piechart showing the subcellular distribution of *Ntep* in 3T3 cells. Data are % distribution calculated to complete amount of transcript in qPCR analysis (*n*=3 independent experiments). (**c**) Expression of *Ntep* in different organs from C57BL6J mice (*n*=3). Normalized expression level was measured with qPCR±S.E.M. *P<0.05; **P<0.01; ***P<0.001

**Figure 3:**
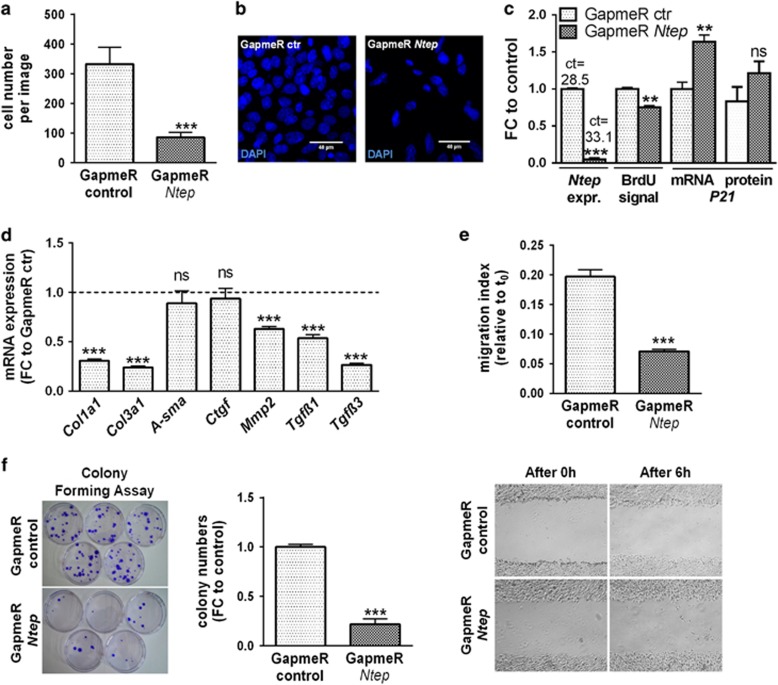
*Ntep* inhibition impairs fibroblast functions. (**a**) Cell number counted after treatment of 3T3 cells with GapmeR *Ntep* and GapmeR control. Six images per well taken, three wells per condition. (**b**) Example pictures of 4′,6-diamidino-2-phenylindole (DAPI)-stained 3T3 cells 48h after treatment with GapmeR *Ntep* and GapmeR control. (**c**) Expression level of *P21* mRNA, protein and *Ntep*, and level of proliferation of 3T3 cells after 48h of GapmeR *Ntep* treatment. Expression level was measured by qPCR. Ct values are given for *Ntep* expression above the respective bars. Protein level was assessed using western blotting. Proliferation rate was measured in BrdU enzyme-linked immunosorbent assays. (**d**) Expression level of *Col1a1, Col3a1, A-sma, Ctgf, Mmp2, Tgfβ1* and *Tgfβ3* mRNA in 3T3 cells treated with GapmeR *Ntep* and GapmeR control for 48 h. Expression level was measured with qPCR. (**e**) Example pictures of 3T3 cells treated with GapmeR *Ntep* or GapmeR control for 48 h and scratched to assay migration capacity. Pictures show time point 0 and 6 h after scratch wound was carried out. Migration index of 3T3 cells from three independent experiments. (**f**) Example picture of petri dishes seeded with single cells for colony-forming assay and stained with crystal violet. Cells were treated with GapmeR *Ntep* or GapmeR control 11 days before staining and 200 cells were seeded per Petri dish. Colony numbers of 3T3 cells from three independent experiments. All data are mean fold-change (FC) relative to control±S.E.M. (*n*=3 independent experiments), except stated otherwise. *P<0.05; **P<0.01; ***P<0.001. Student’s *t*-test

**Figure 4:**
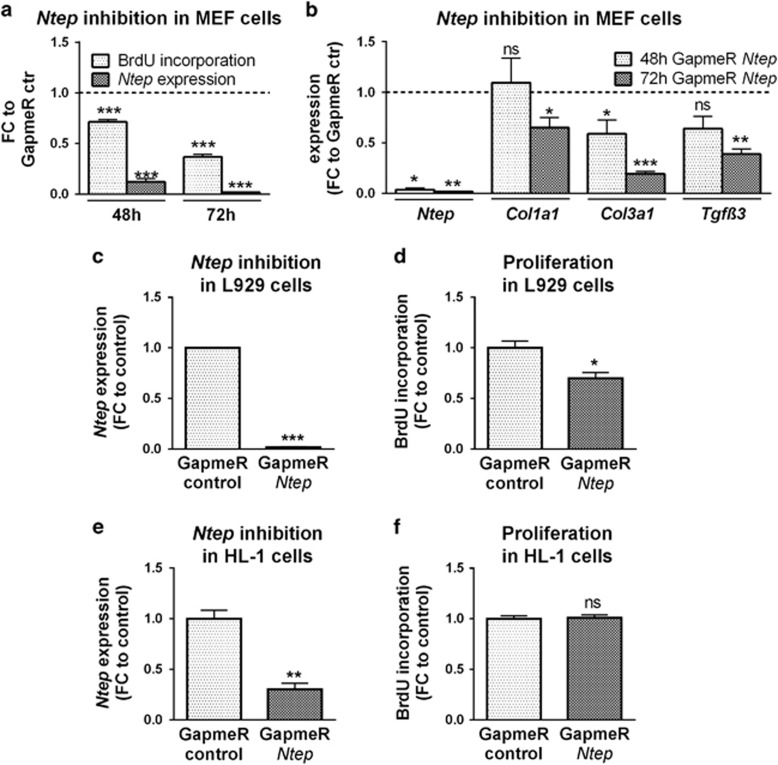
*Ntep* inhibition leads to decreased proliferation in murine fibroblasts, but not in cardiomyocytes. (**a**) Expression level of *Ntep* and proliferation rate of MEFs treated with GapmeR *Ntep* and GapmeR control for 48 and 72 h. Expression level was measured by qPCR. Proliferation rate was measured in BrdU enzyme-linked immunosorbent assays. (**b**) Expression level of *Ntep*, *Col1a1*, *Col3a1* and *Tgfβ3* mRNA after 48 h transfection of MEF cells with GapmeR *Ntep* and GapmeR control. Expression level was measured by qPCR. (**c**) Expression level of *Ntep* and (**d**) proliferation rate in L929 fibroblasts treated with GapmeR *Ntep* and GapmeR control for 48 h. Expression level was measured by qPCR. Proliferation rate was measured in BrdU enzyme-linked immunosorbent assays. (**e**) Expression level of *Ntep* and (**f**) proliferation rate in HL-1 cardiomyocytes treated with GapmeR *Ntep* and GapmeR control for 48 h. Expression level was measured by qPCR. Proliferation rate was measured in BrdU enzyme-linked immunosorbent assays. All data are mean fold-change (FC) relative to control±S.E.M. (*n*=3 independent experiments). *P<0.05; **P<0.01; ***P<0.001. Student’s *t*-test

**Figure 5:**
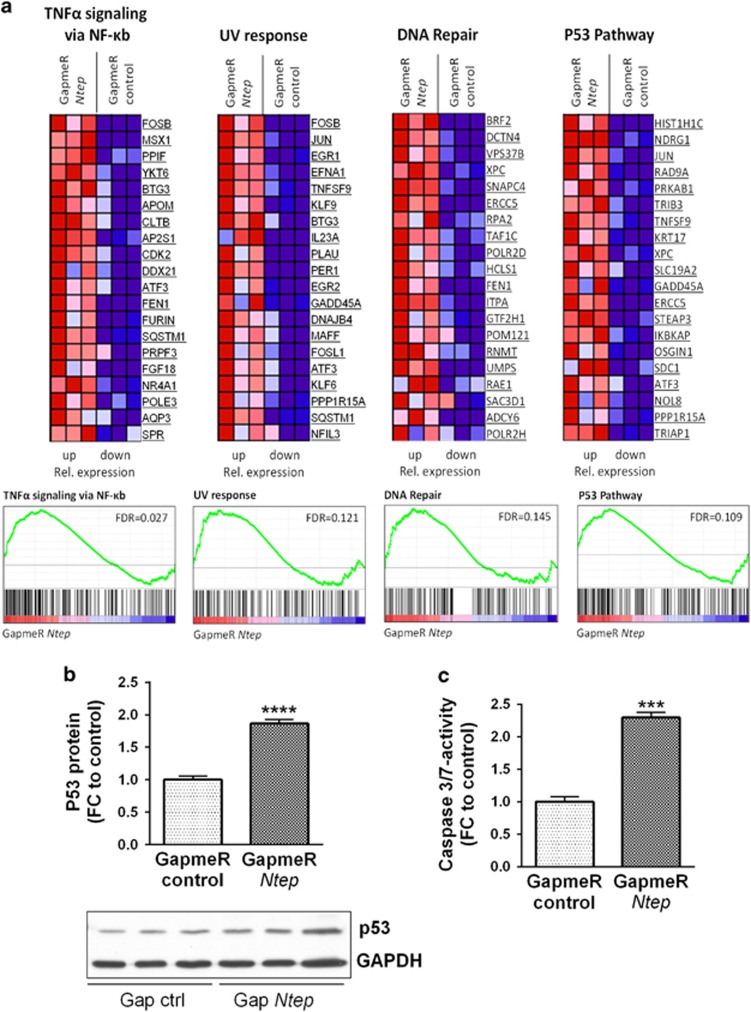
Microarray analysis reveals GapmeR-mediated P53 pathway activation. (**a**) Heatmaps of indicated gene sets with false discover rate (FDR) of <25% after GSEA showing the 20 most differentially expressed, core-enriched genes of 3T3 cells treated with GapmeR *Ntep* or GapmeR control. Matching GSEA plots for each pathway are shown beneath. Genes are ranked in GSEA plot according to expression level in the indicated sample. Genes on the left side are relatively highly expressed in GapmeR *Ntep* cells compared with controls, whereas genes on the opposite site are underrepresented. The red to blue horizontal bar represents the ranked list. According to the amount of genes enriched for each gene set, an enrichment score is calculated, which is shown by the green line in the GSEA plots. (**b**) Validation of P53 protein level in 3T3 cells treated with GapmeR *Ntep* and GapmeR control for 48 h. Expression level was measured using western blotting. Representative picture of a western blot showing the band of P21 and the housekeepeing gene GAPDH. (**c**) Caspase-3/7 activity after treatment of 3T3 cells with GapmeR *Ntep* and GapmeR control. Activity was measured using luminescent assays. All data are mean fold-change (FC) relative to control±S.E.M. (*n*=3 independent experiments). *P<0.05; **P<0.01; ***P<0.001. Student’s *t*-test

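All 4 heatmaps of Fig. 5a together label 68 genes, and 67 of them were tested. Each of the 67 was higher on the arrays labelled GapmeR Ntep in all 3 experiments, with log2 differences from 0.41 to 4.05 (limma). At a fold change of 2 and unadjusted p under 0.01, 16 genes passed, and by the adjusted p alone 21 did. For the heatmap headed TNFα signalling, whose heading could be interchanged with that of the UV response, the median of 20 genes was 0.90, and 4 passed after adjustment. Msx1 was higher by 1.20 (adjusted p = 0.0333, with experiments as blocks 0.0555, and without GapmeR control replicate 2 0.142), Btg3 by 1.11, Ppif by 0.92 and Ykt6 by 0.88. Msx1 also lost its call with any other array left out. The authors drew these genes from the same arrays by their change, so a common direction follows from the choice.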

**Figure 6:**
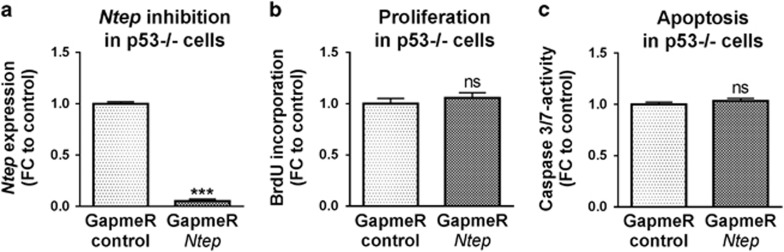
Effect of *Ntep* inhibition is not detectable in p53-deficient fibroblasts. (**a**) Expression level of *Ntep*, (**b**) proliferation rate of and (**c**) caspase-3/7 activity of p53-deficient primary MEF treated with GapmeR *Ntep* and GapmeR control for 48 h. Expression level was measured by qPCR. Proliferation rate was measured in BrdU enzyme-linked immunosorbent assays. Caspase activity was measured using luminescent assays. All data are mean fold-change (FC) relative to control±S.E.M. (*n*=3 independent experiments). *P<0.05; **P<0.01; ***P<0.001. Student’s *t*-test

**Figure 7:**
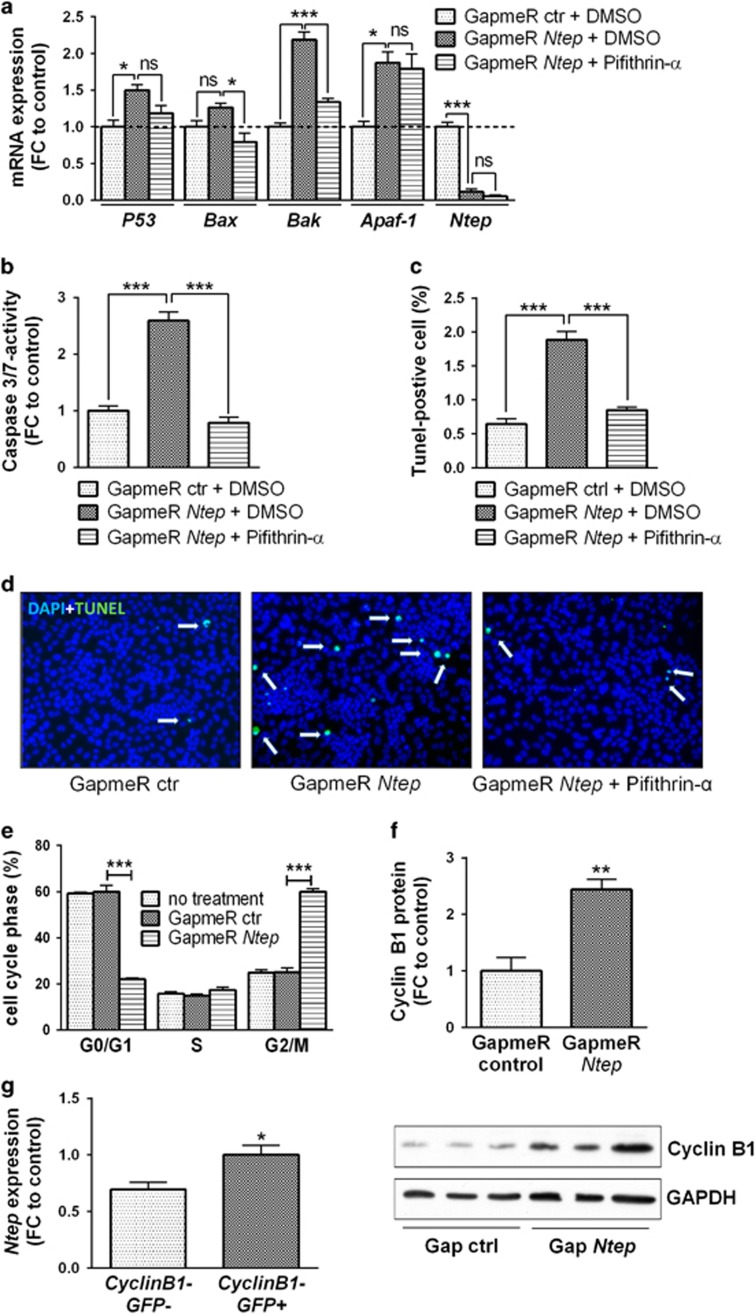
*Ntep* is essential for successful progression through the cell cycle. (**a**) Expression level of *P53*, *Apaf-1, Bax, Bak* mRNA and *Ntep* in 3T3 cells treated with GapmeR control and dimethyl sulphoxide (DMSO) and GapmeR *Ntep* and DMSO/pifithrin-*α*. Expression level was measured with qPCR. (**b**) Caspase-3/7 activity after treatment of 3T3 cells with GapmeR control and DMSO and GapmeR *Ntep* and DMSO/pifithrin-*α*. Activity was measured using luminescent assays. (**c**) TUNEL-positive cells after treatment of 3T3 cells with GapmeR control and DMSO and GapmeR *Ntep* and DMSO/pifithrin-*α*. TUNEL-positive cells were counted and normalized to 4′,6-diamidino-2-phenylindole (DAPI) signal. (**d**) Representative pictures from DAPI/TUNEL staining of 3T3 cells treated with GapmeR control and DMSO and GapmeR *Ntep* and DMSO/pifithrin-*α*. (**e**) Propidium iodide staining of 3T3 cells treated for 48 h with GapmeR *Ntep* and GapmeR control to analyse the cell cycle using fluorescence-activated cell sorter (FACS). Plots showing % of cells in the G0/G1 phase, cells in the S phase and cells in the G2/M phase. (**f**) Cyclin B1 protein level in 3T3 cells treated with GapmeR *Ntep* and GapmeR control for 48 h. Expression level was measured using western blotting. Representative picture of a western blot showing the band of cyclin B1 and the housekeeping gene GAPDH. (**g**) Expression level of *Ntep* in 3T3 cells stably expressing cyclin B1 coupled with GFP. Cells were sorted according to GFP signal in GFP-positive and GFP-negative cells. Expression level was measured with qPCR. *P<0.05; **P<0.01; ***P<0.001. Student’s *t*-test or one-way anaylsis of variance (ANOVA) for three groups. All data are mean fold-change (FC) relative to control±S.E.M. (*n*=3 independent experiments)

# Supplementary material for: A large shRNA library approach identifies lncRNA Ntep as an essential regulator of cell proliferation
**Source:** Cell Death Differ. 2017 Nov 3;25(2):307–18. doi: 10.1038/cdd.2017.158
**Supplement:** Supplementary Figures and Tables

## Slide 1
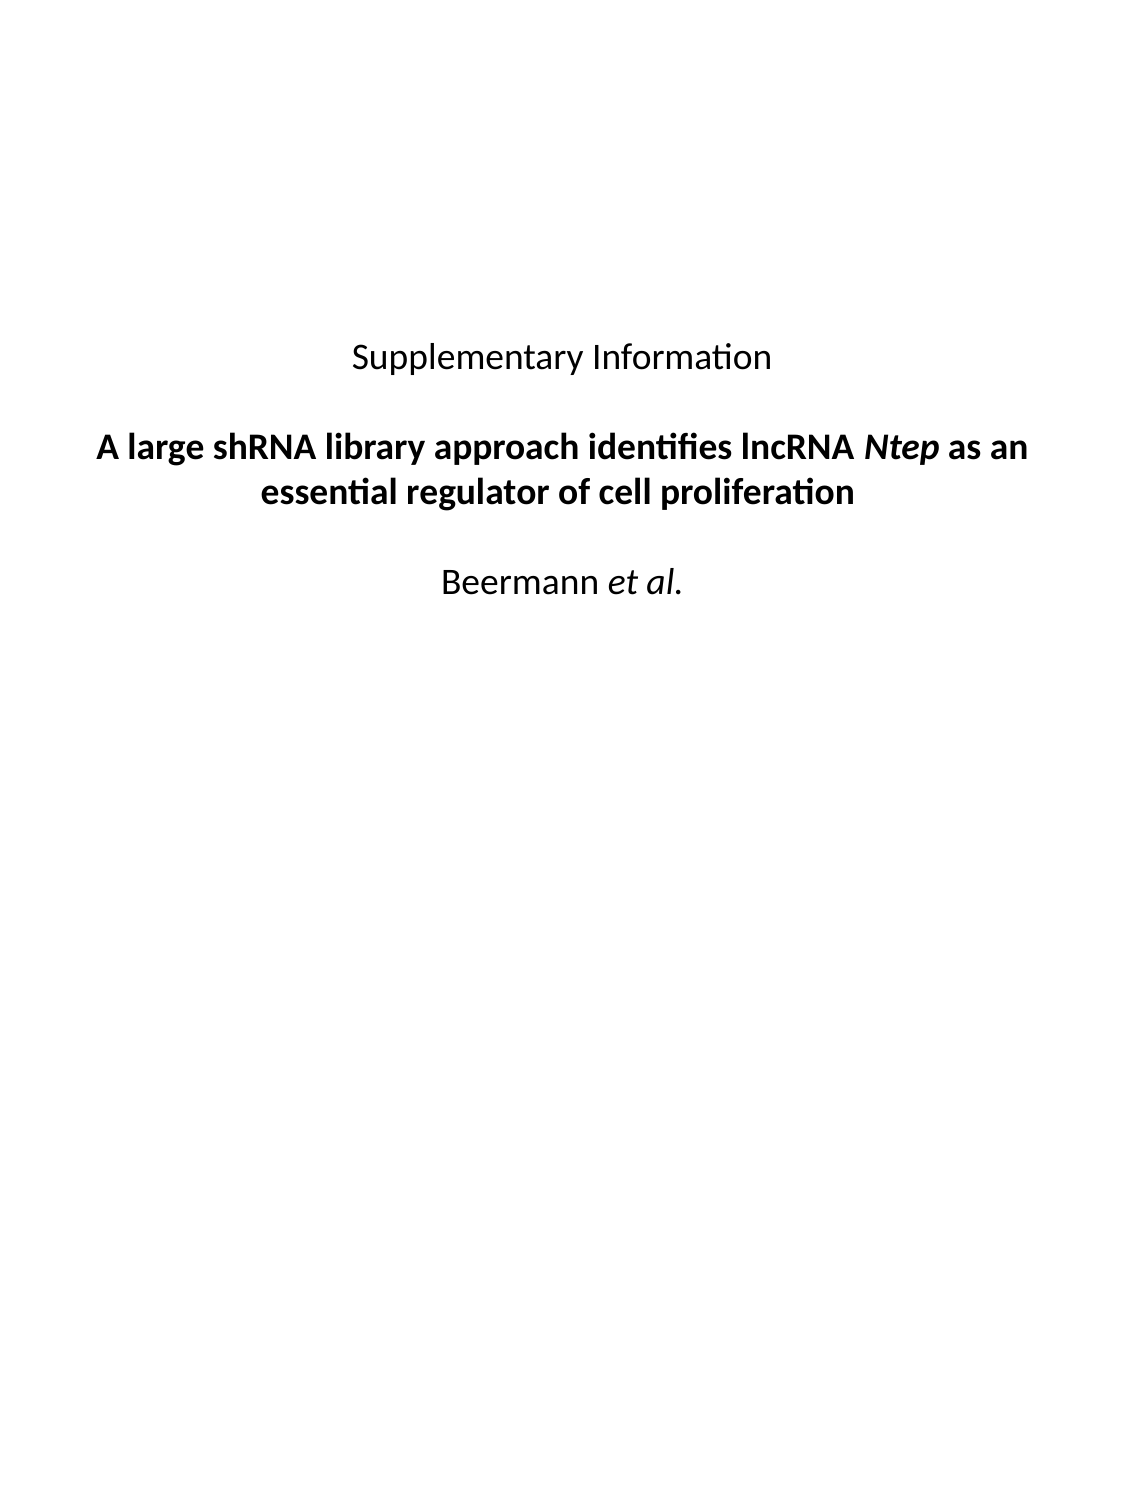

Supplementary Information
A large shRNA library approach identifies lncRNA Ntep as an essential regulator of cell proliferation
Beermann et al.

## Slide 2
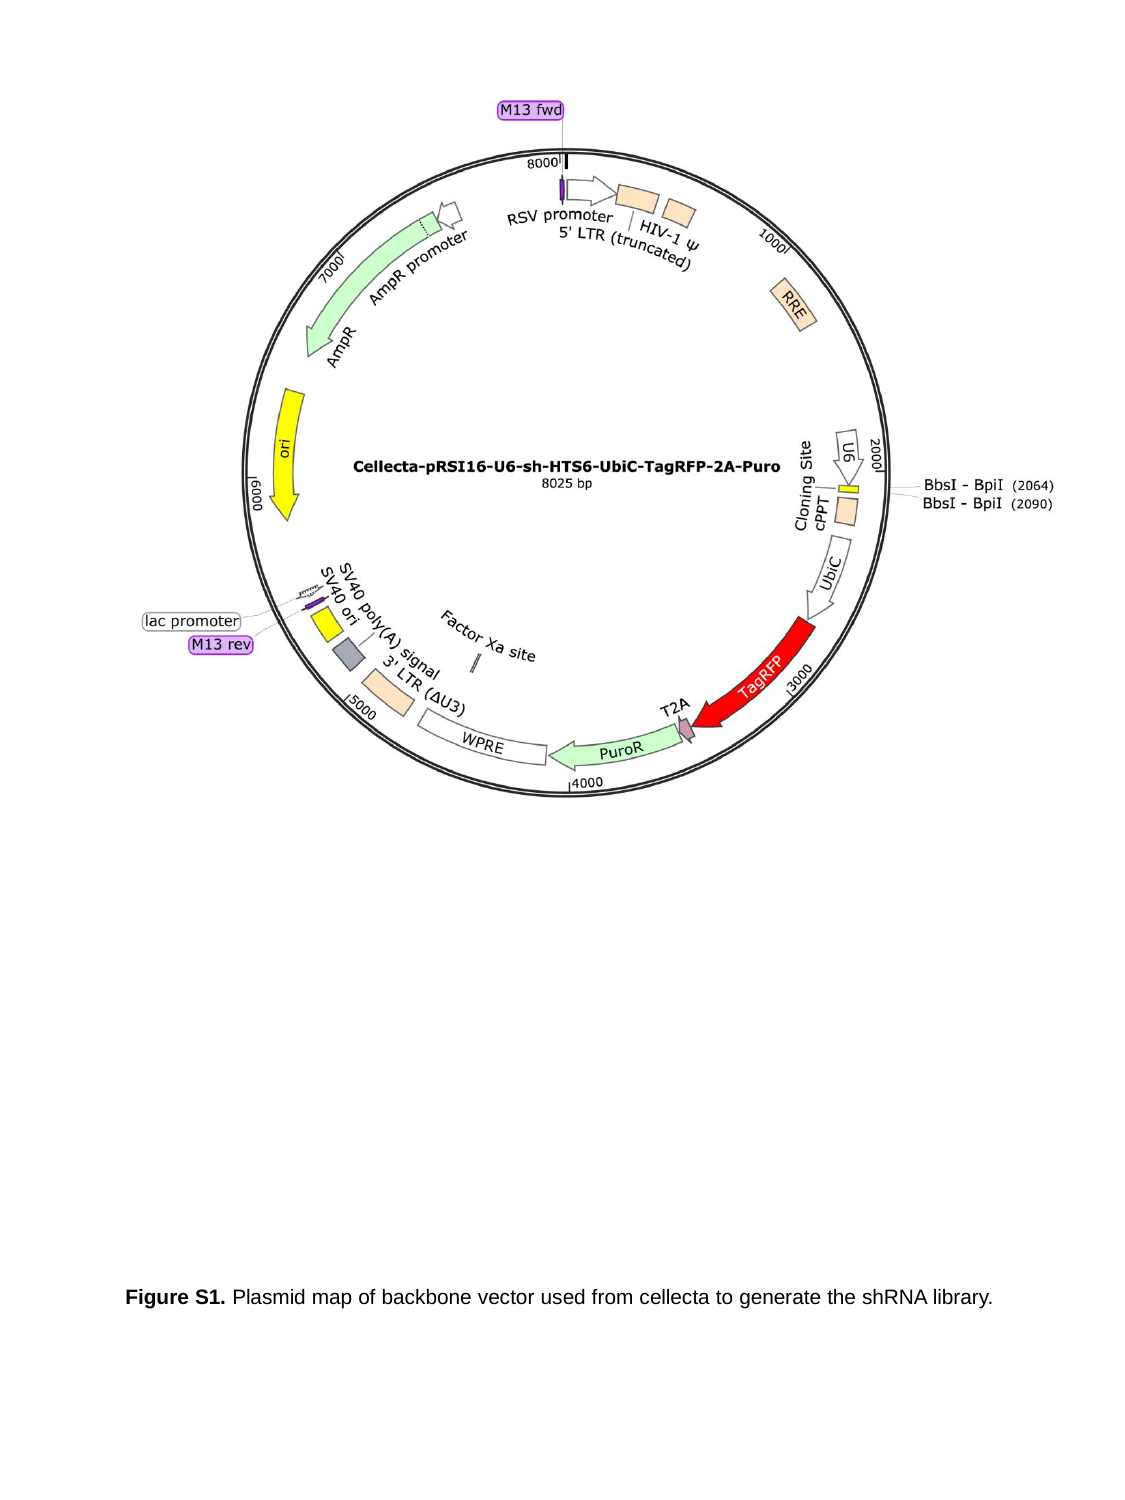

Figure S1. Plasmid map of backbone vector used from cellecta to generate the shRNA library.

## Slide 3
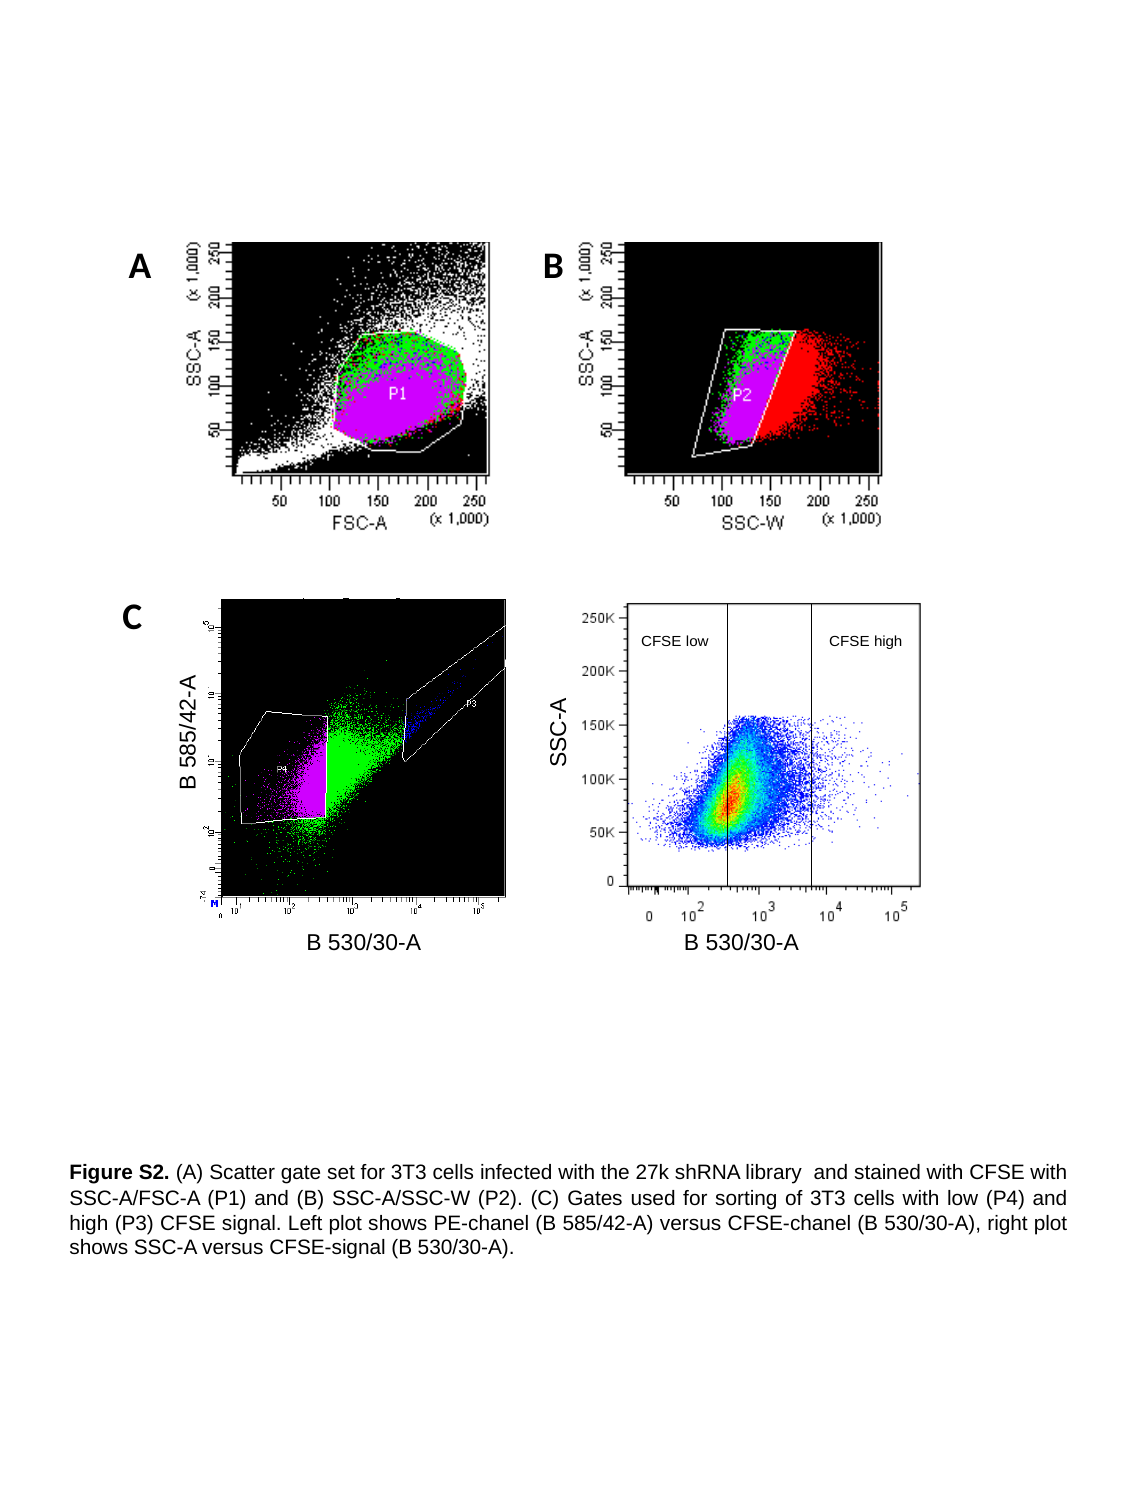

A
B
C
B 585/42-A
SSC-A
B 530/30-A
B 530/30-A
Figure S2. (A) Scatter gate set for 3T3 cells infected with the 27k shRNA library and stained with CFSE with SSC-A/FSC-A (P1) and (B) SSC-A/SSC-W (P2). (C) Gates used for sorting of 3T3 cells with low (P4) and high (P3) CFSE signal. Left plot shows PE-chanel (B 585/42-A) versus CFSE-chanel (B 530/30-A), right plot shows SSC-A versus CFSE-signal (B 530/30-A).

## Slide 4
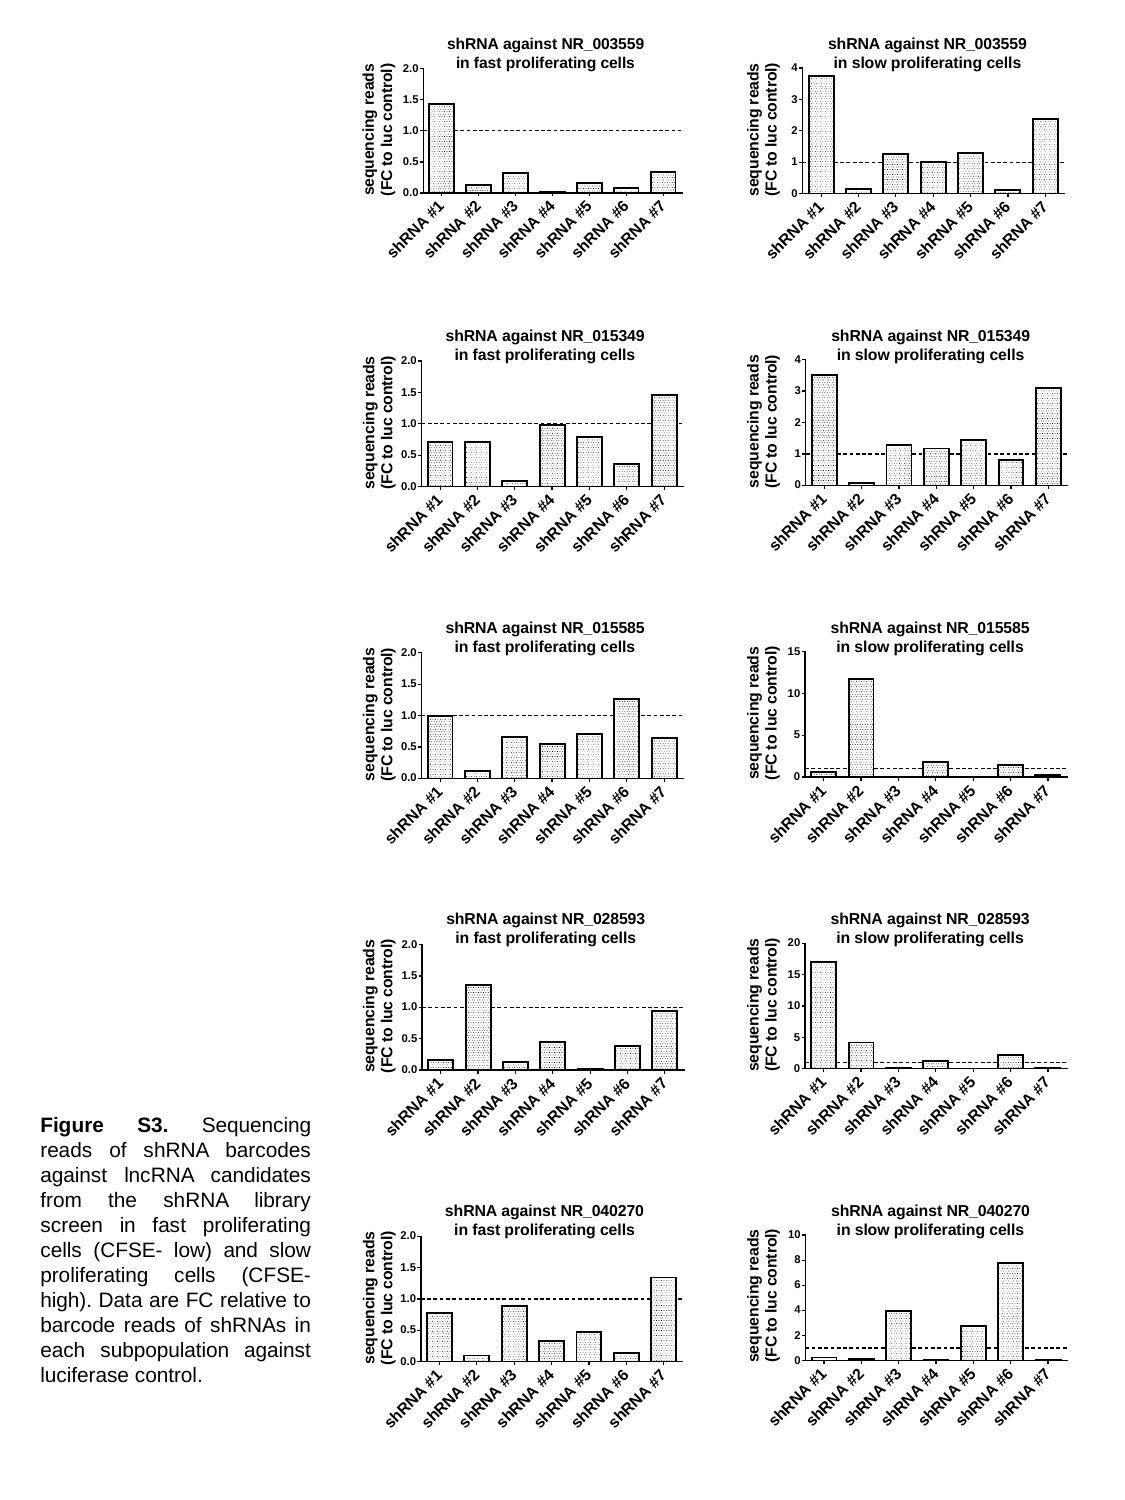

Figure S3. Sequencing reads of shRNA barcodes against lncRNA candidates from the shRNA library screen in fast proliferating cells (CFSE- low) and slow proliferating cells (CFSE-high). Data are FC relative to barcode reads of shRNAs in each subpopulation against luciferase control.

## Slide 5
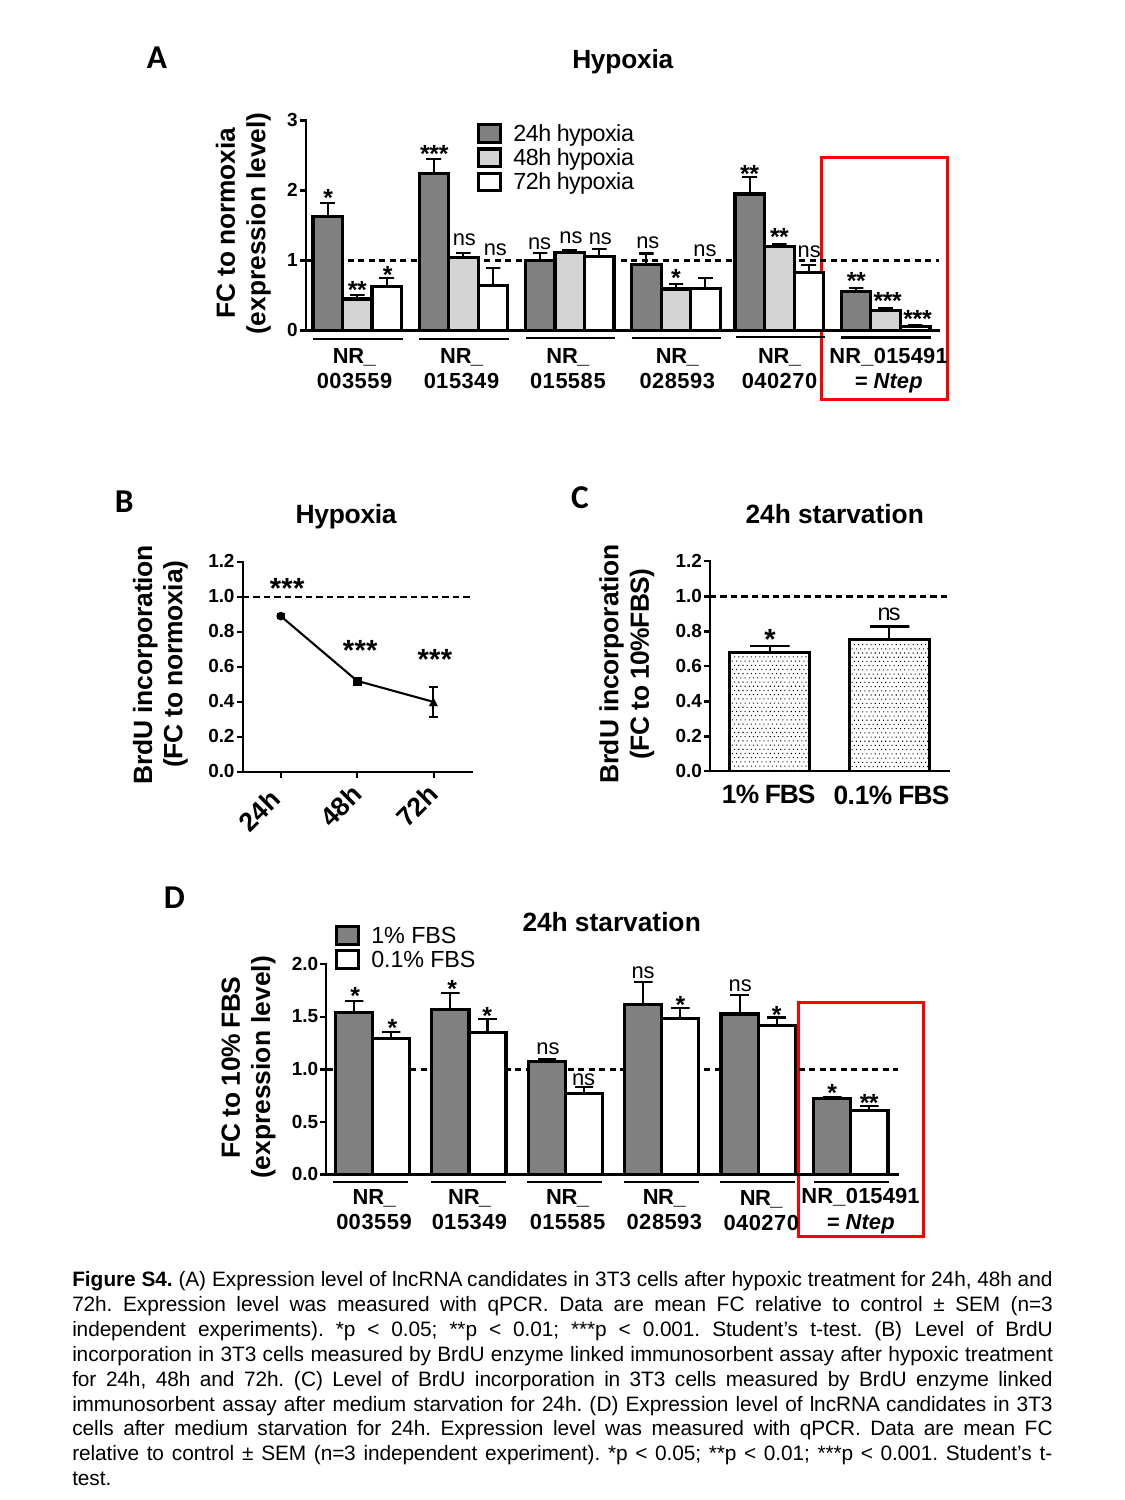

A
C
B
D
Figure S4. (A) Expression level of lncRNA candidates in 3T3 cells after hypoxic treatment for 24h, 48h and 72h. Expression level was measured with qPCR. Data are mean FC relative to control ± SEM (n=3 independent experiments). *p < 0.05; **p < 0.01; ***p < 0.001. Student’s t-test. (B) Level of BrdU incorporation in 3T3 cells measured by BrdU enzyme linked immunosorbent assay after hypoxic treatment for 24h, 48h and 72h. (C) Level of BrdU incorporation in 3T3 cells measured by BrdU enzyme linked immunosorbent assay after medium starvation for 24h. (D) Expression level of lncRNA candidates in 3T3 cells after medium starvation for 24h. Expression level was measured with qPCR. Data are mean FC relative to control ± SEM (n=3 independent experiment). *p < 0.05; **p < 0.01; ***p < 0.001. Student’s t-test.

## Slide 6
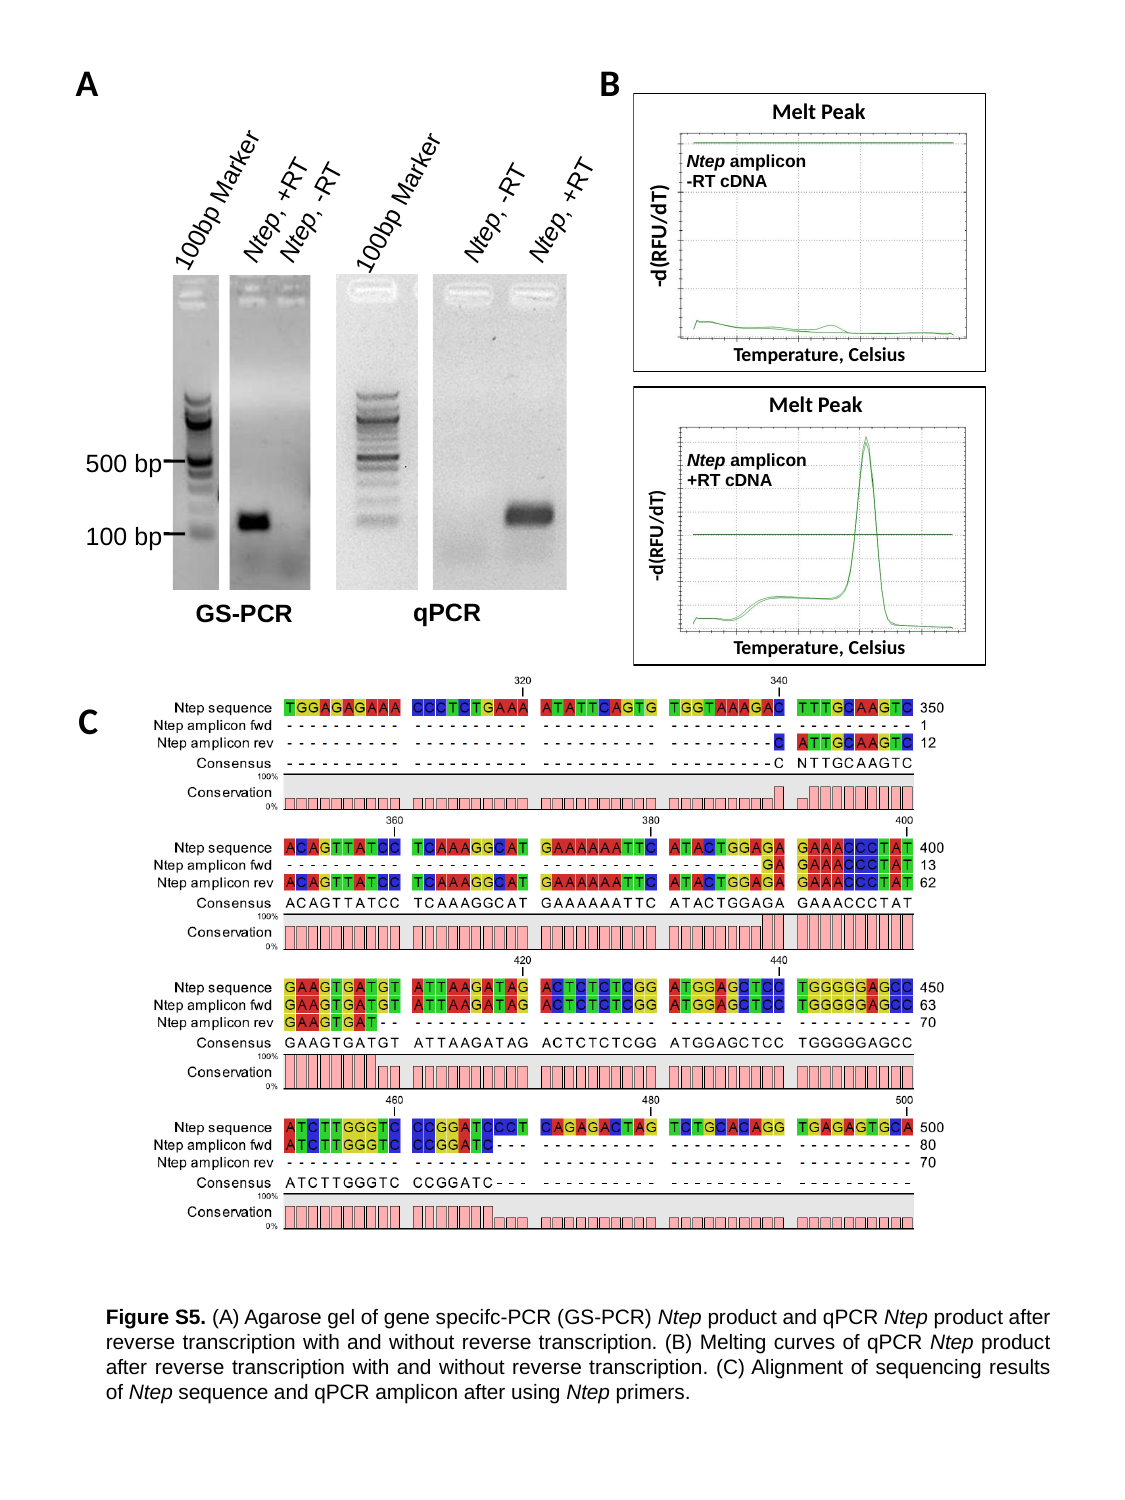

A
B
Ntep, +RT
100bp Marker
Ntep, -RT
qPCR
100bp Marker
Ntep, +RT
Ntep, -RT
GS-PCR
500 bp
100 bp
C
Figure S5. (A) Agarose gel of gene specifc-PCR (GS-PCR) Ntep product and qPCR Ntep product after reverse transcription with and without reverse transcription. (B) Melting curves of qPCR Ntep product after reverse transcription with and without reverse transcription. (C) Alignment of sequencing results of Ntep sequence and qPCR amplicon after using Ntep primers.

## Slide 7
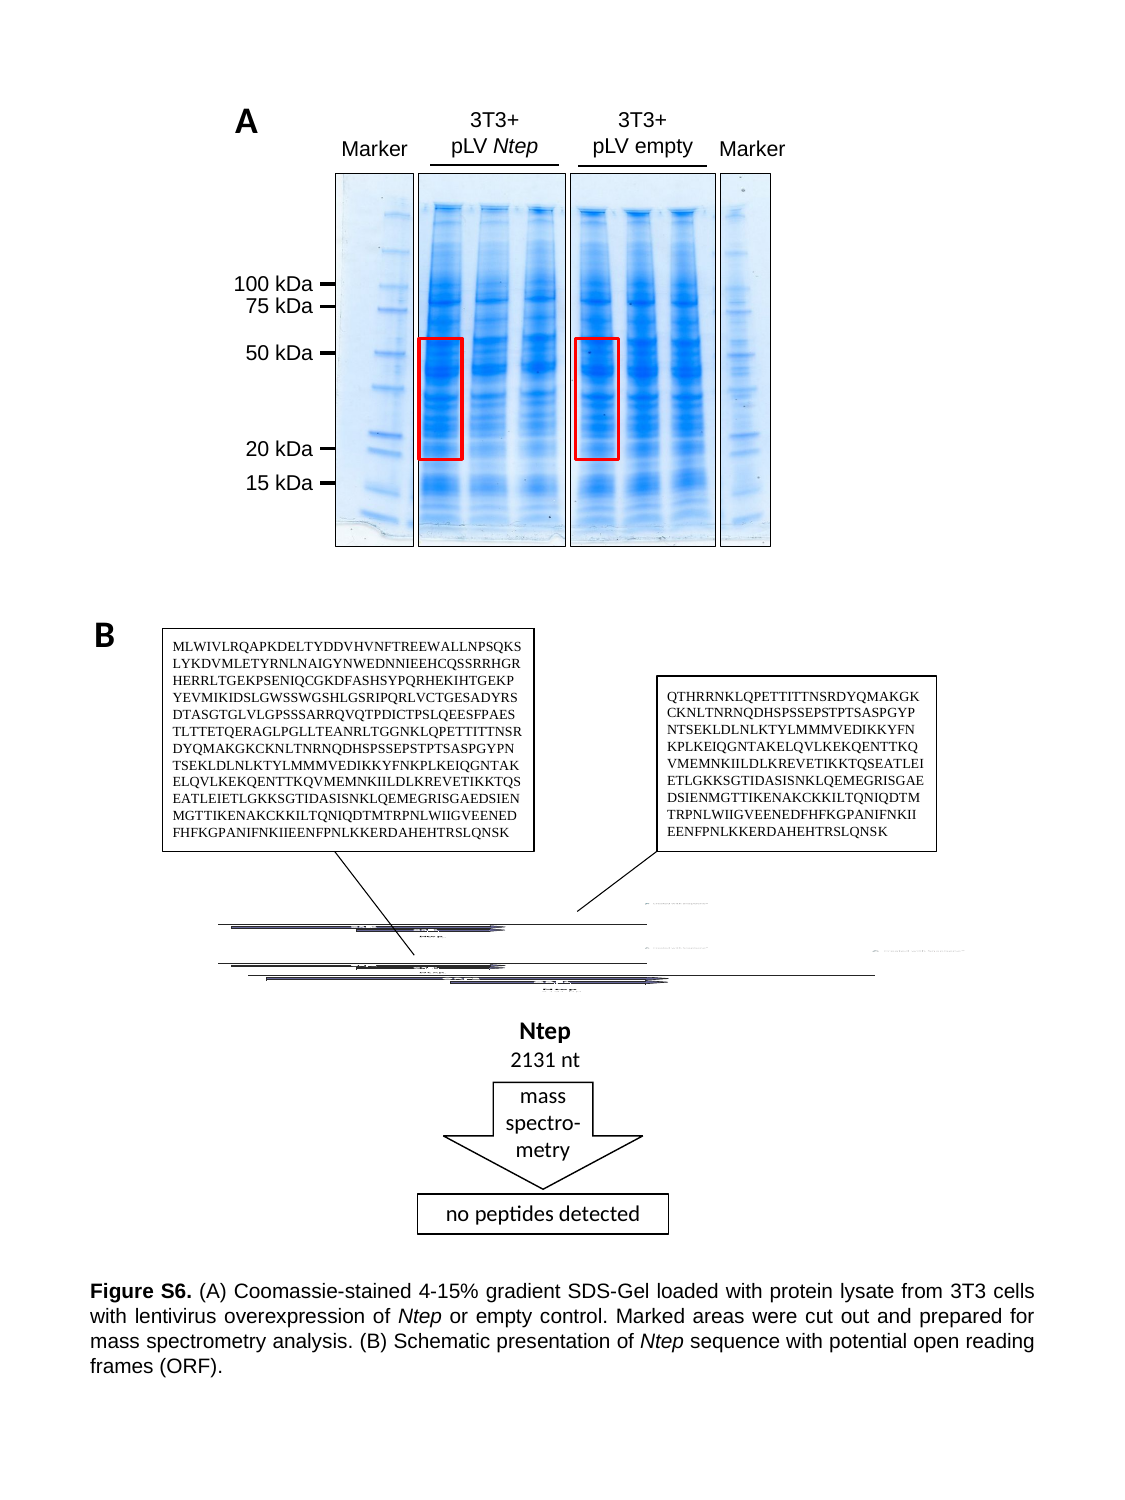

A
B
Figure S6. (A) Coomassie-stained 4-15% gradient SDS-Gel loaded with protein lysate from 3T3 cells with lentivirus overexpression of Ntep or empty control. Marked areas were cut out and prepared for mass spectrometry analysis. (B) Schematic presentation of Ntep sequence with potential open reading frames (ORF).

## Slide 8
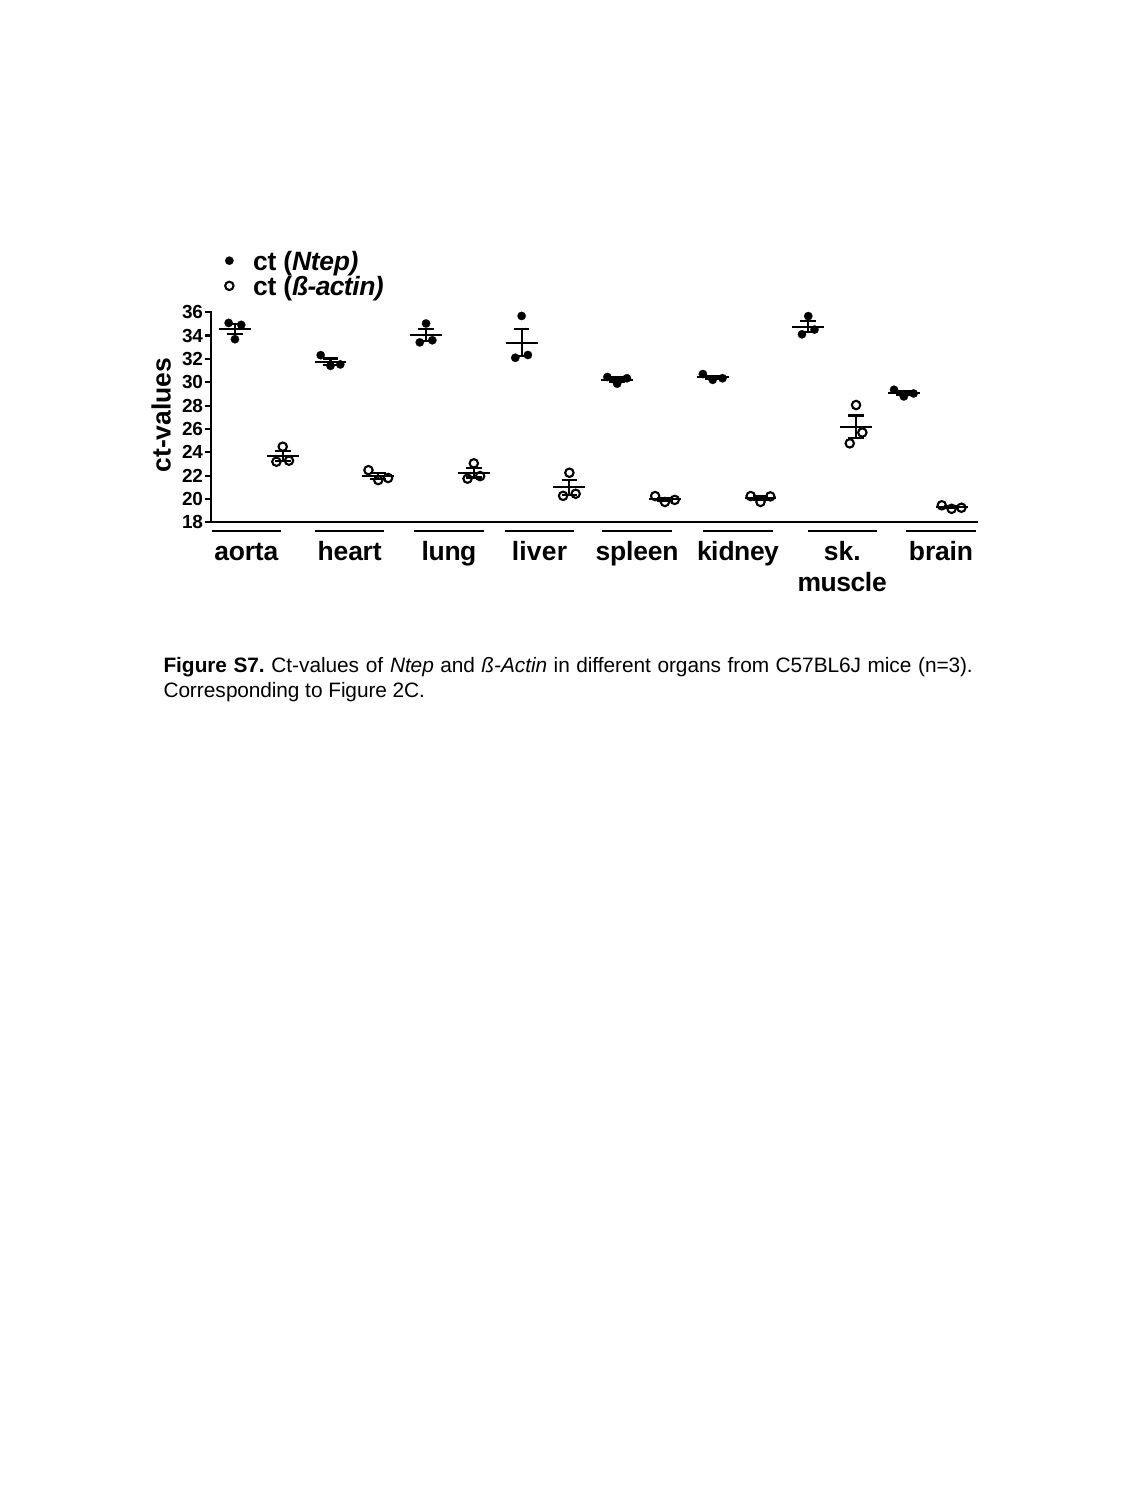

Figure S7. Ct-values of Ntep and ß-Actin in different organs from C57BL6J mice (n=3). Corresponding to Figure 2C.

## Slide 9
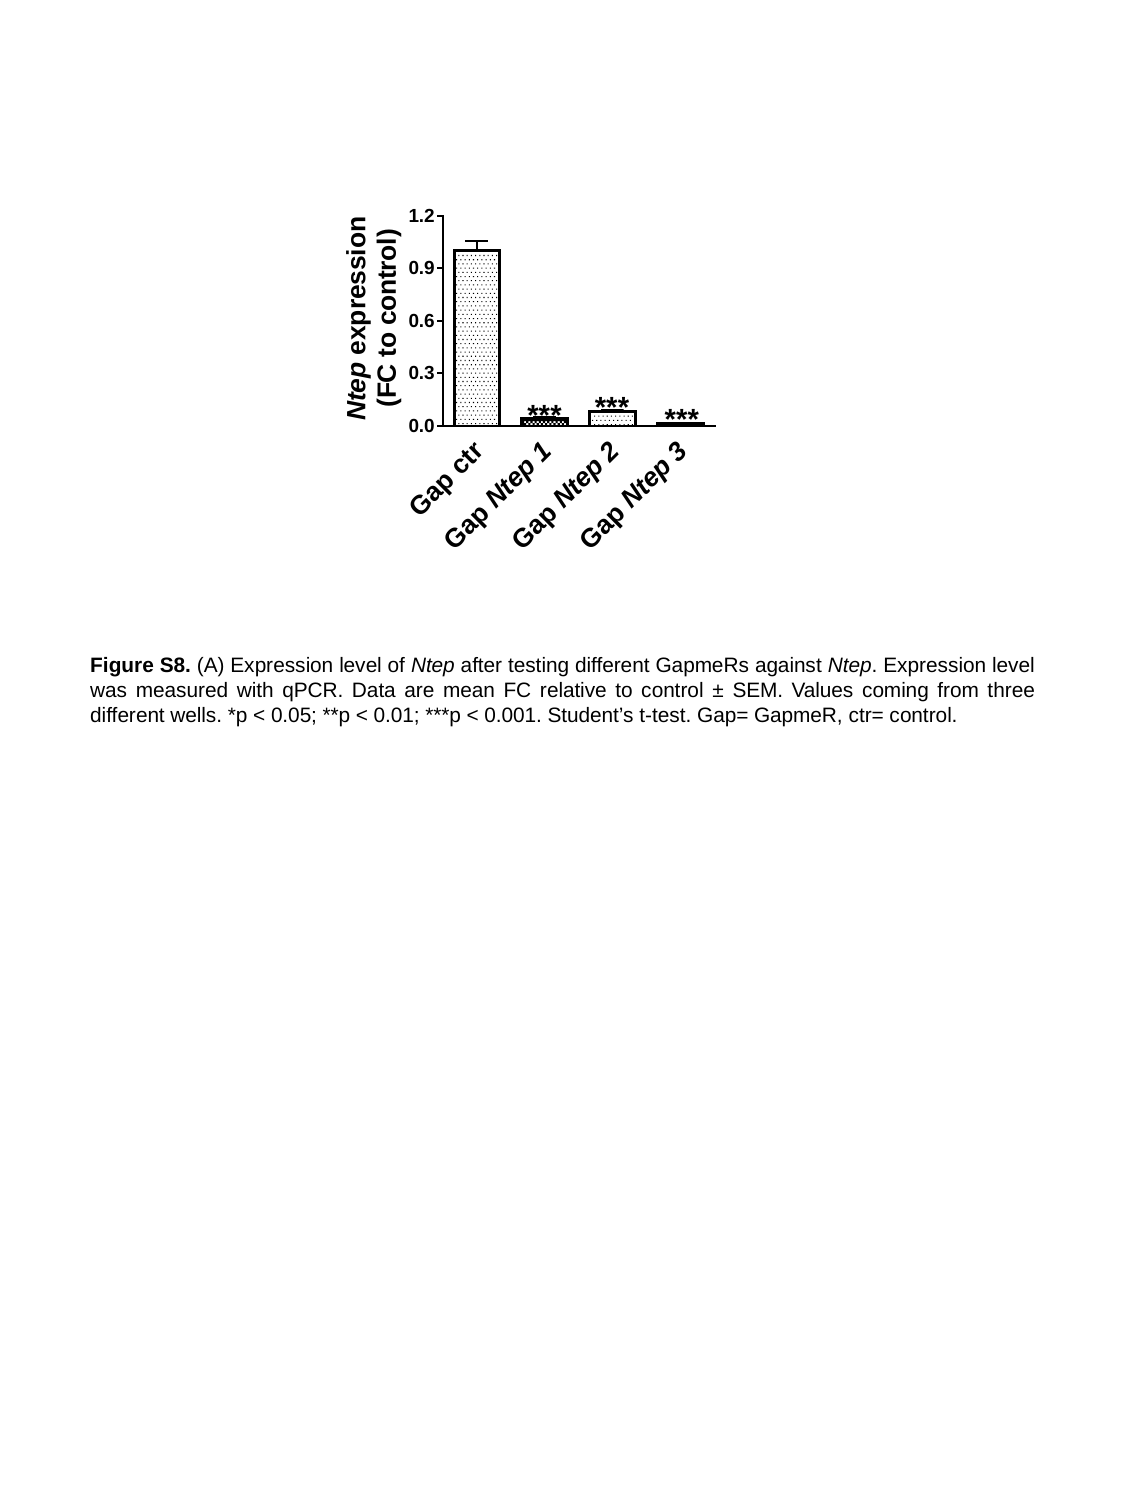

Figure S8. (A) Expression level of Ntep after testing different GapmeRs against Ntep. Expression level was measured with qPCR. Data are mean FC relative to control ± SEM. Values coming from three different wells. *p < 0.05; **p < 0.01; ***p < 0.001. Student’s t-test. Gap= GapmeR, ctr= control.

## Slide 10
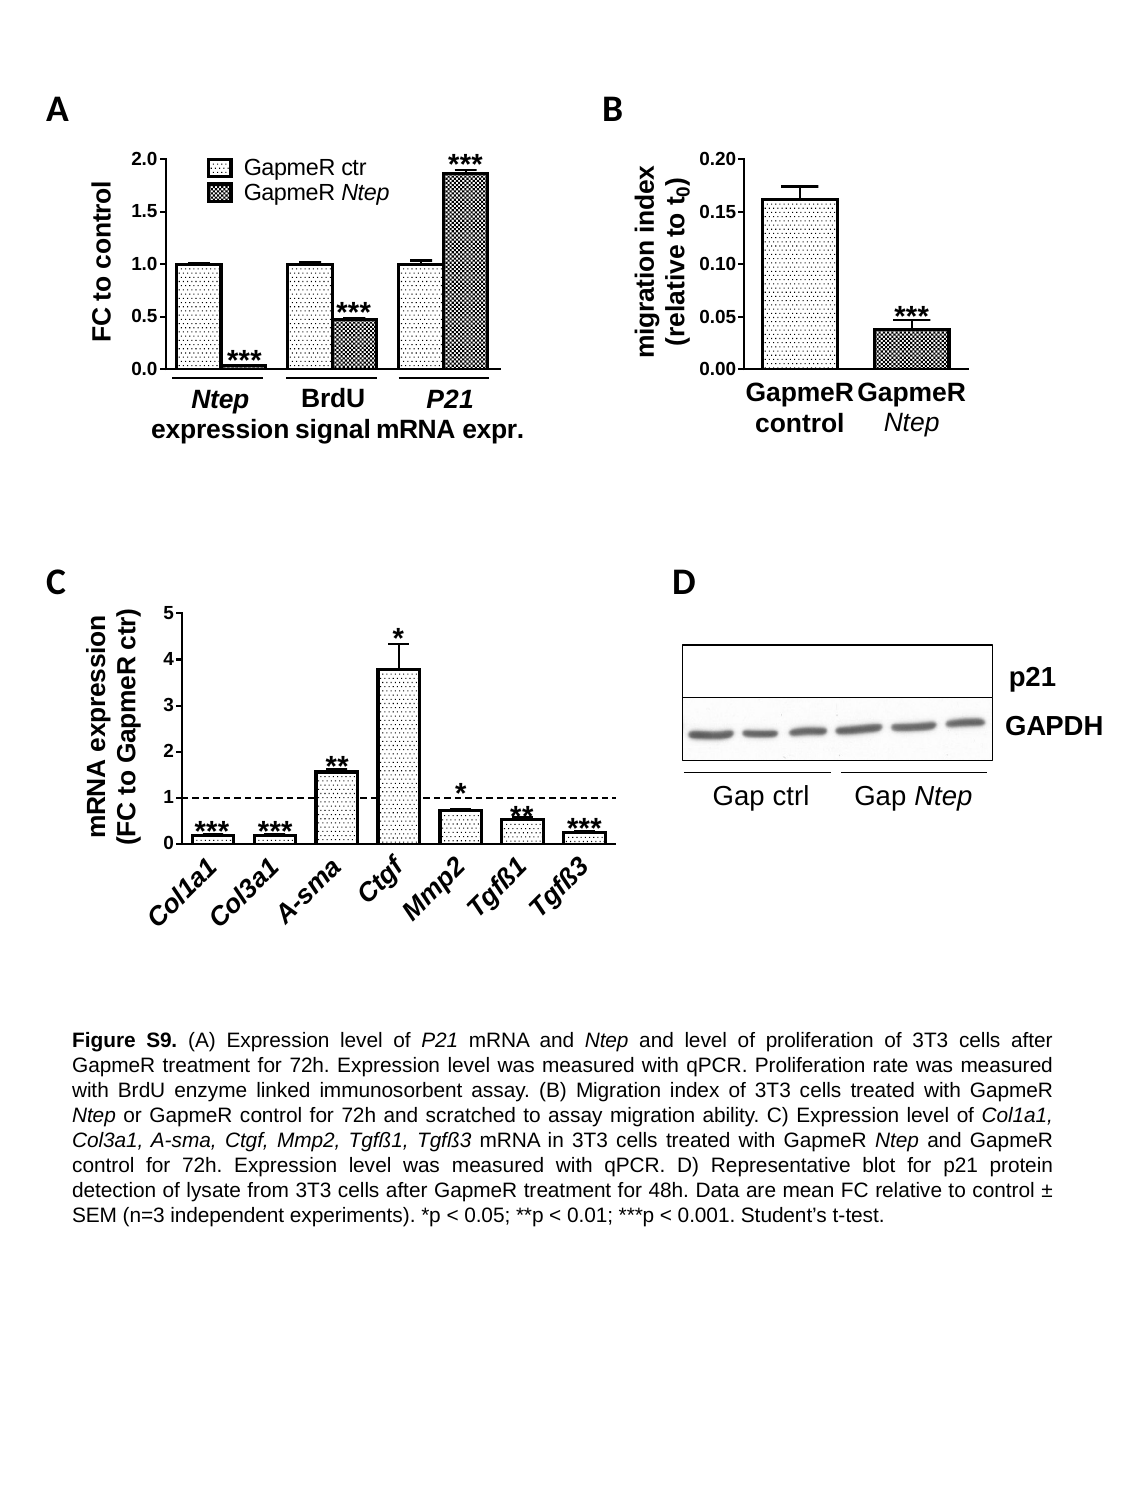

A
B
C
D
Figure S9. (A) Expression level of P21 mRNA and Ntep and level of proliferation of 3T3 cells after GapmeR treatment for 72h. Expression level was measured with qPCR. Proliferation rate was measured with BrdU enzyme linked immunosorbent assay. (B) Migration index of 3T3 cells treated with GapmeR Ntep or GapmeR control for 72h and scratched to assay migration ability. C) Expression level of Col1a1, Col3a1, A-sma, Ctgf, Mmp2, Tgfß1, Tgfß3 mRNA in 3T3 cells treated with GapmeR Ntep and GapmeR control for 72h. Expression level was measured with qPCR. D) Representative blot for p21 protein detection of lysate from 3T3 cells after GapmeR treatment for 48h. Data are mean FC relative to control ± SEM (n=3 independent experiments). *p < 0.05; **p < 0.01; ***p < 0.001. Student’s t-test.

## Slide 11
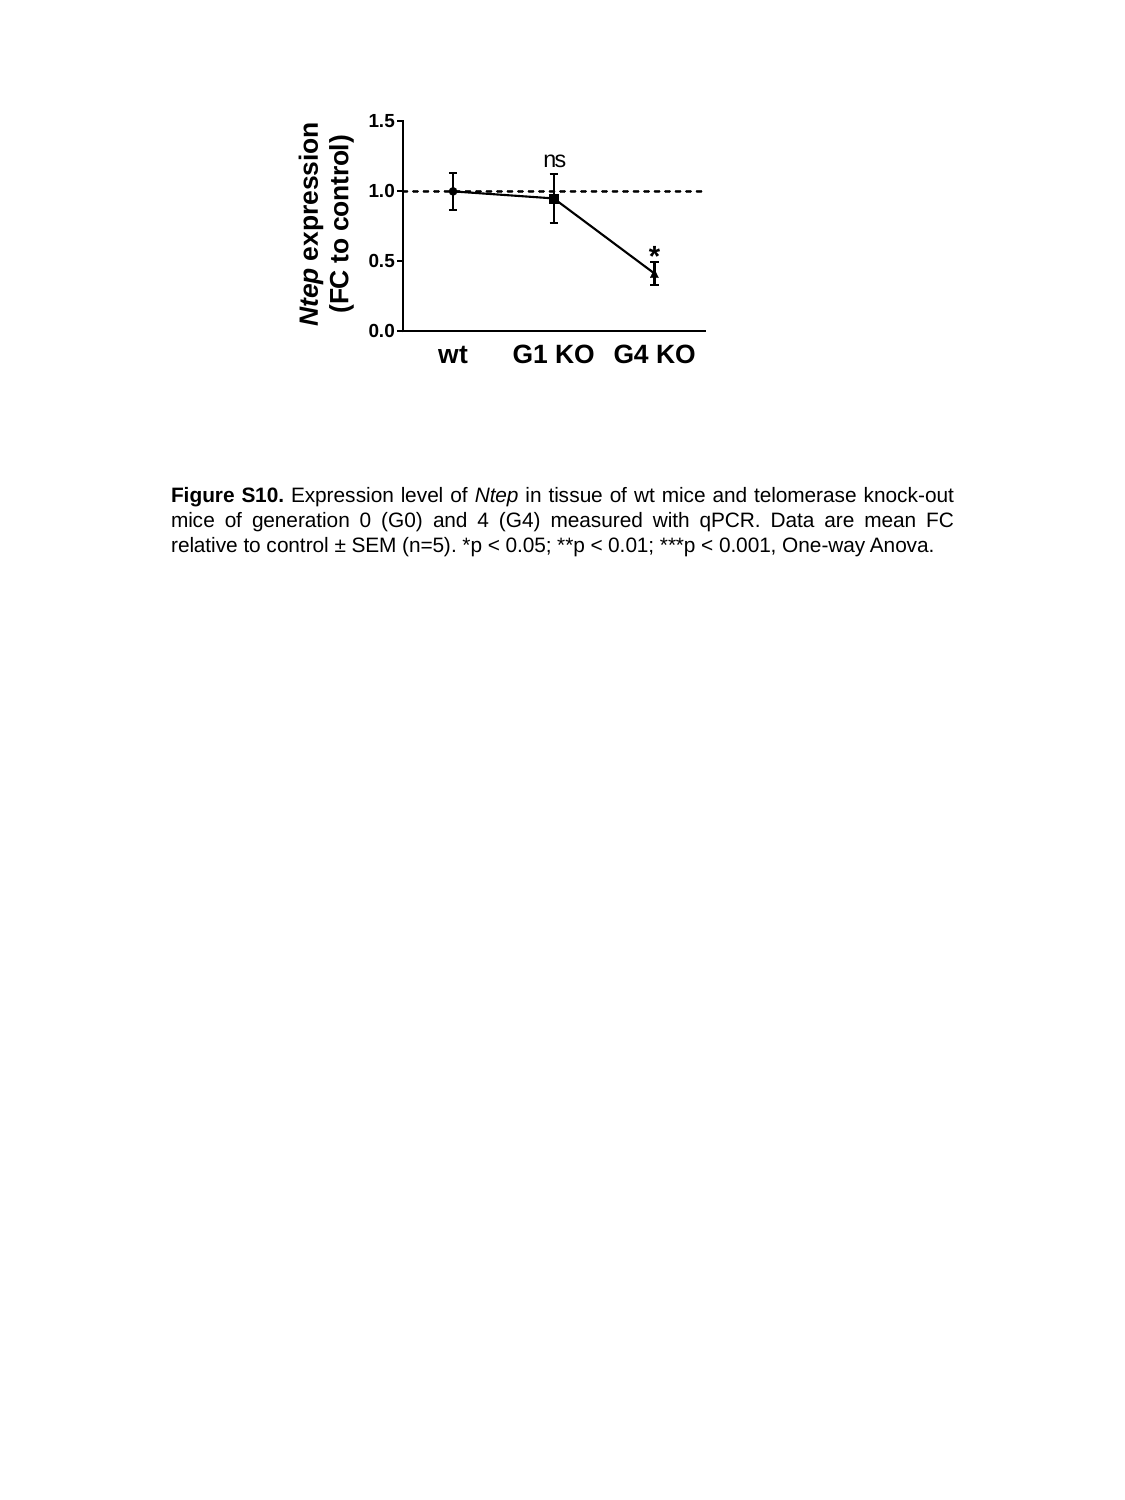

Figure S10. Expression level of Ntep in tissue of wt mice and telomerase knock-out mice of generation 0 (G0) and 4 (G4) measured with qPCR. Data are mean FC relative to control ± SEM (n=5). *p < 0.05; **p < 0.01; ***p < 0.001, One-way Anova.

## Slide 12
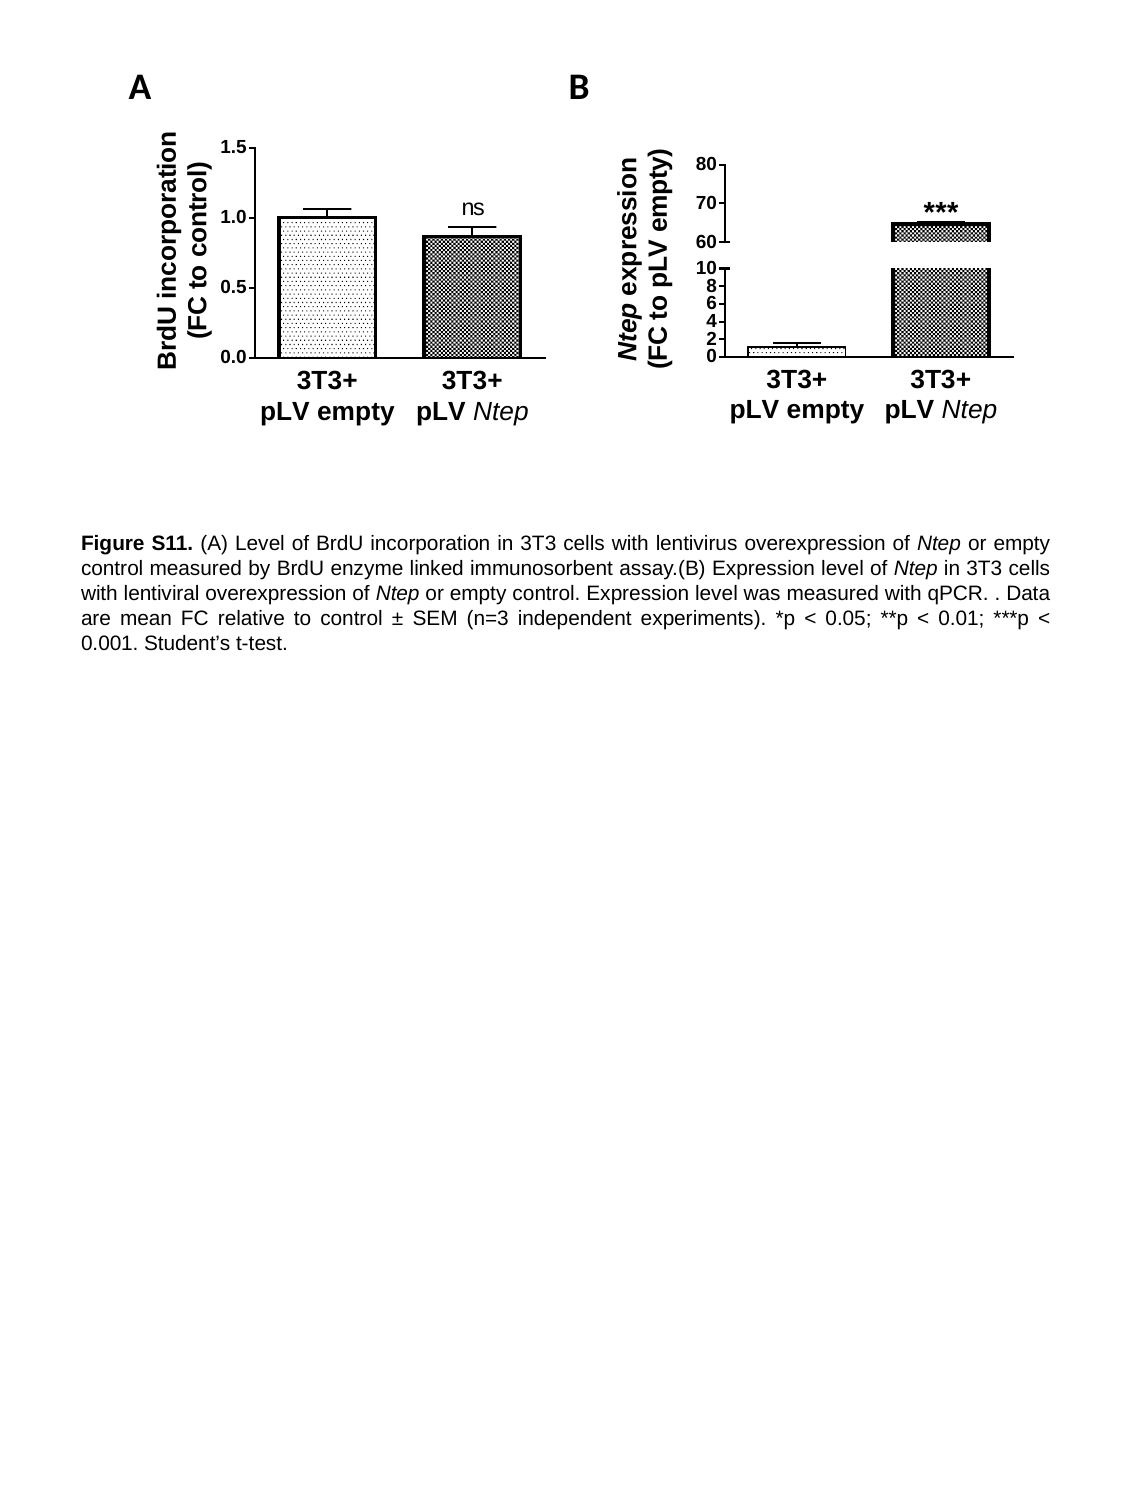

A
B
Figure S11. (A) Level of BrdU incorporation in 3T3 cells with lentivirus overexpression of Ntep or empty control measured by BrdU enzyme linked immunosorbent assay.(B) Expression level of Ntep in 3T3 cells with lentiviral overexpression of Ntep or empty control. Expression level was measured with qPCR. . Data are mean FC relative to control ± SEM (n=3 independent experiments). *p < 0.05; **p < 0.01; ***p < 0.001. Student’s t-test.

## Slide 13
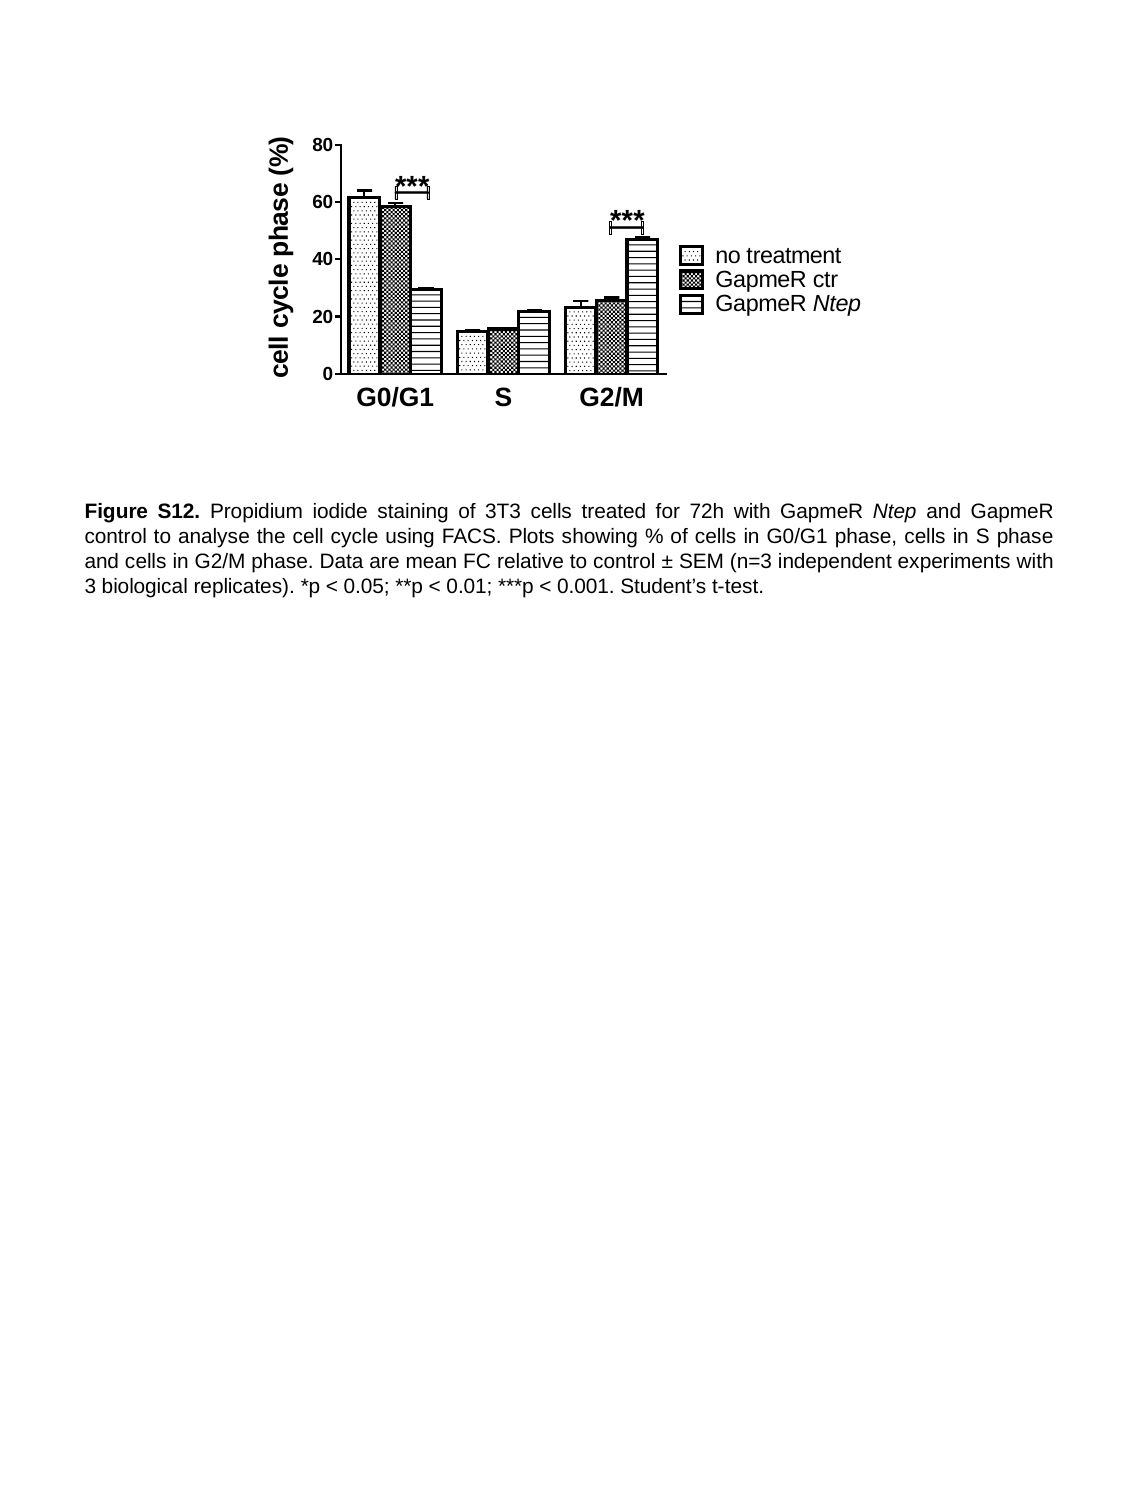

Figure S12. Propidium iodide staining of 3T3 cells treated for 72h with GapmeR Ntep and GapmeR control to analyse the cell cycle using FACS. Plots showing % of cells in G0/G1 phase, cells in S phase and cells in G2/M phase. Data are mean FC relative to control ± SEM (n=3 independent experiments with 3 biological replicates). *p < 0.05; **p < 0.01; ***p < 0.001. Student’s t-test.

## Slide 14
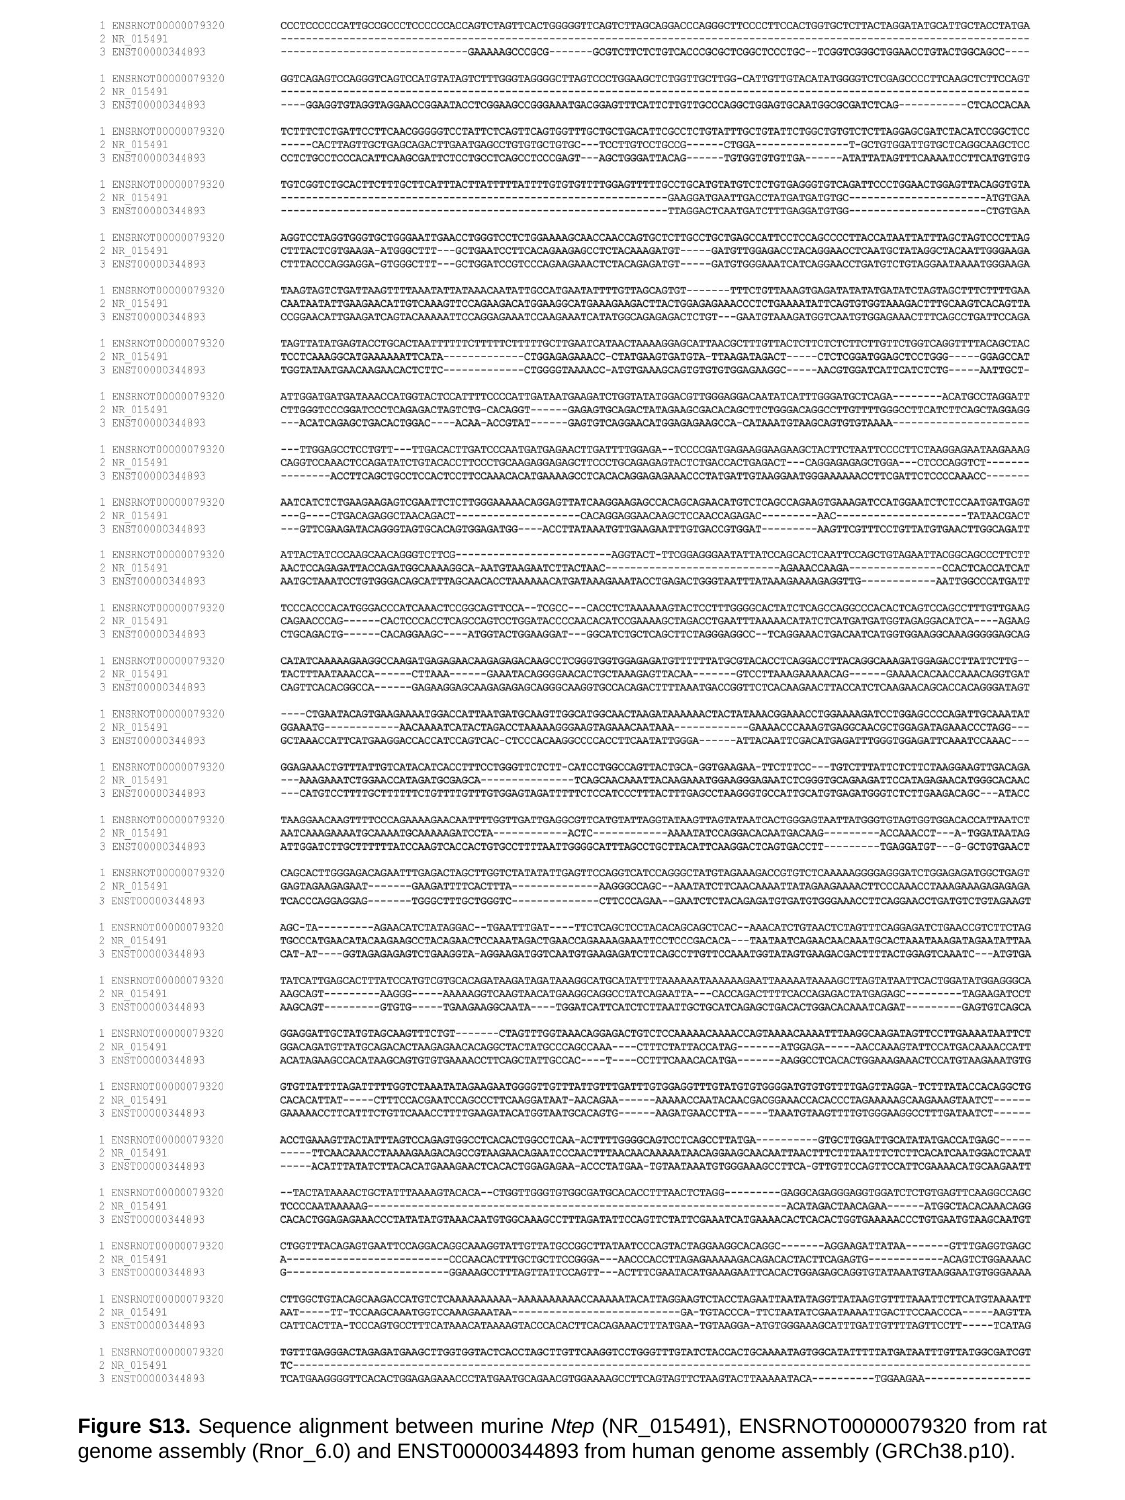

Figure S13. Sequence alignment between murine Ntep (NR_015491), ENSRNOT00000079320 from rat genome assembly (Rnor_6.0) and ENST00000344893 from human genome assembly (GRCh38.p10).

## Slide 15
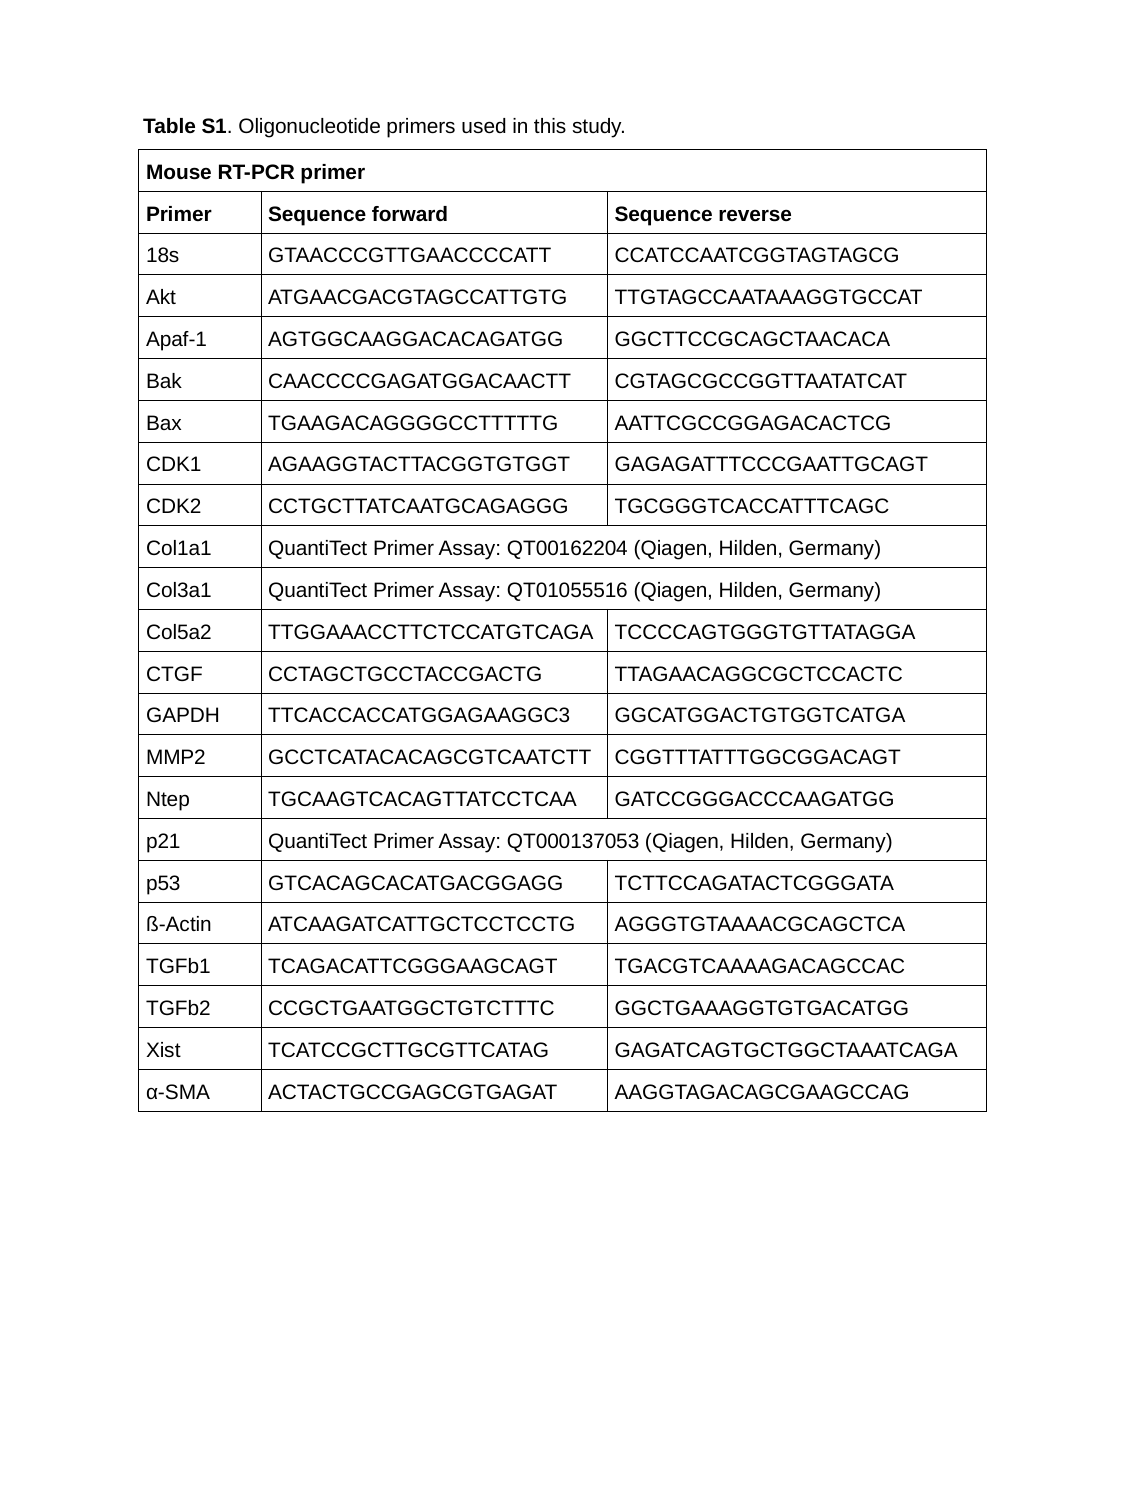

Table S1. Oligonucleotide primers used in this study.
| Mouse RT-PCR primer | | |
| --- | --- | --- |
| Primer | Sequence forward | Sequence reverse |
| 18s | GTAACCCGTTGAACCCCATT | CCATCCAATCGGTAGTAGCG |
| Akt | ATGAACGACGTAGCCATTGTG | TTGTAGCCAATAAAGGTGCCAT |
| Apaf-1 | AGTGGCAAGGACACAGATGG | GGCTTCCGCAGCTAACACA |
| Bak | CAACCCCGAGATGGACAACTT | CGTAGCGCCGGTTAATATCAT |
| Bax | TGAAGACAGGGGCCTTTTTG | AATTCGCCGGAGACACTCG |
| CDK1 | AGAAGGTACTTACGGTGTGGT | GAGAGATTTCCCGAATTGCAGT |
| CDK2 | CCTGCTTATCAATGCAGAGGG | TGCGGGTCACCATTTCAGC |
| Col1a1 | QuantiTect Primer Assay: QT00162204 (Qiagen, Hilden, Germany) | |
| Col3a1 | QuantiTect Primer Assay: QT01055516 (Qiagen, Hilden, Germany) | |
| Col5a2 | TTGGAAACCTTCTCCATGTCAGA | TCCCCAGTGGGTGTTATAGGA |
| CTGF | CCTAGCTGCCTACCGACTG | TTAGAACAGGCGCTCCACTC |
| GAPDH | TTCACCACCATGGAGAAGGC3 | GGCATGGACTGTGGTCATGA |
| MMP2 | GCCTCATACACAGCGTCAATCTT | CGGTTTATTTGGCGGACAGT |
| Ntep | TGCAAGTCACAGTTATCCTCAA | GATCCGGGACCCAAGATGG |
| p21 | QuantiTect Primer Assay: QT000137053 (Qiagen, Hilden, Germany) | |
| p53 | GTCACAGCACATGACGGAGG | TCTTCCAGATACTCGGGATA |
| ß-Actin | ATCAAGATCATTGCTCCTCCTG | AGGGTGTAAAACGCAGCTCA |
| TGFb1 | TCAGACATTCGGGAAGCAGT | TGACGTCAAAAGACAGCCAC |
| TGFb2 | CCGCTGAATGGCTGTCTTTC | GGCTGAAAGGTGTGACATGG |
| Xist | TCATCCGCTTGCGTTCATAG | GAGATCAGTGCTGGCTAAATCAGA |
| α-SMA | ACTACTGCCGAGCGTGAGAT | AAGGTAGACAGCGAAGCCAG |

## Slide 16
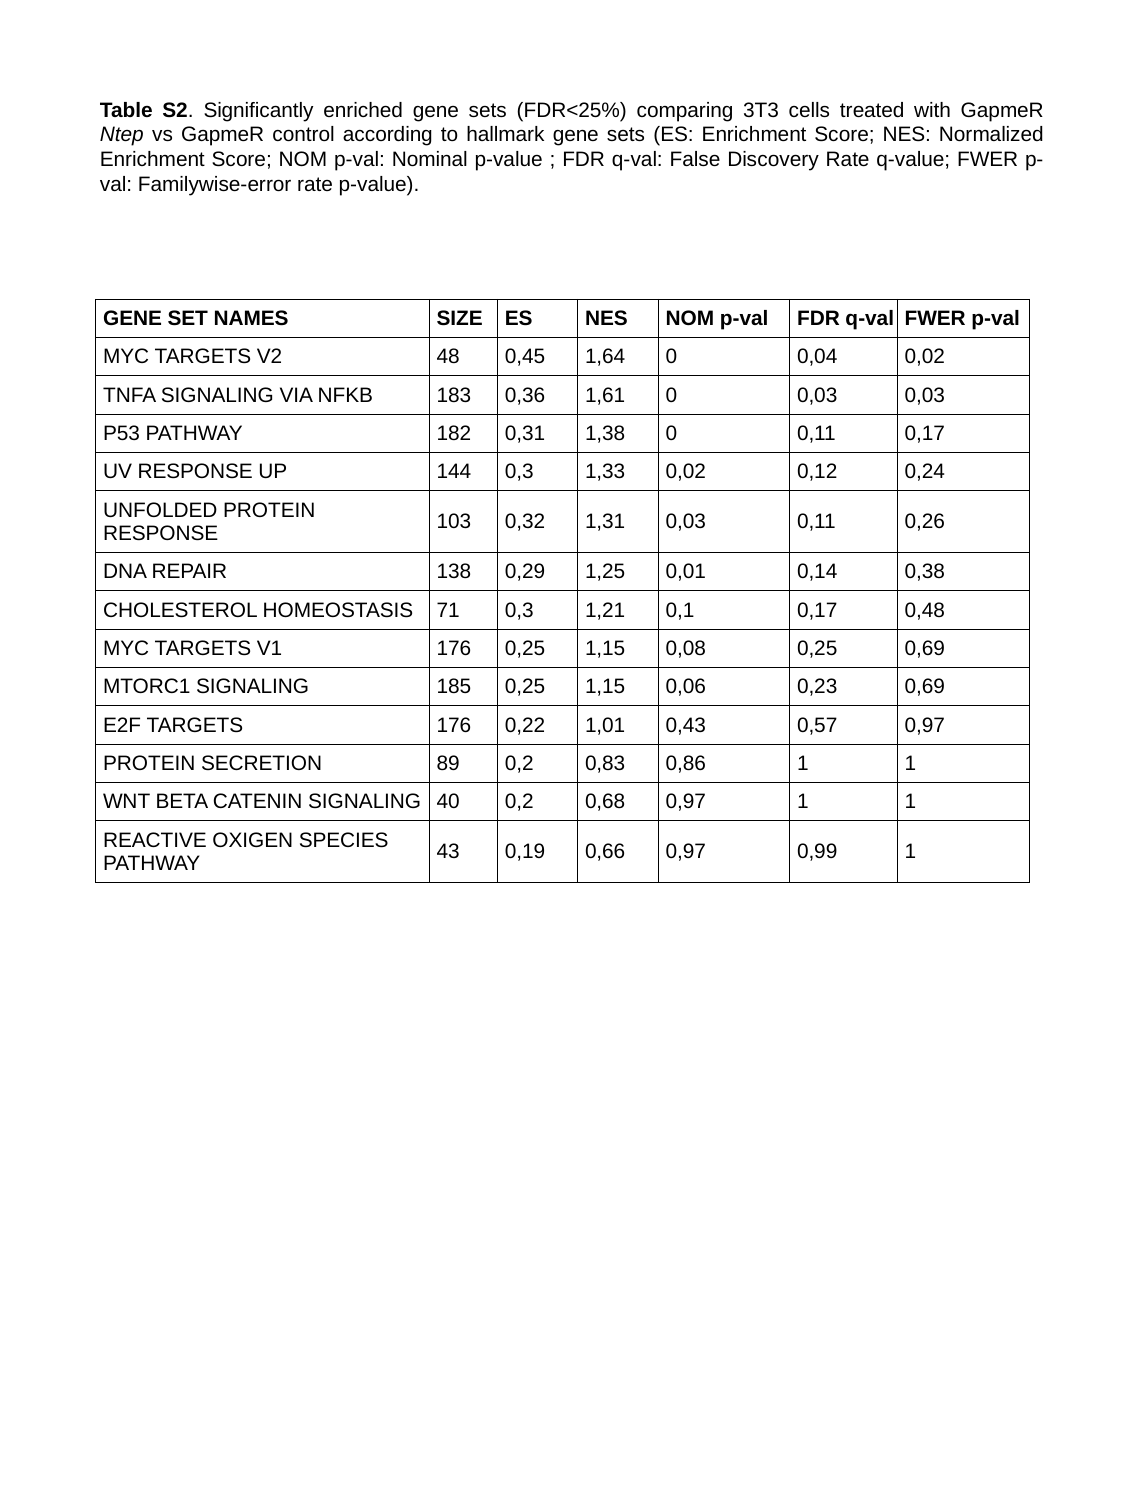

Table S2. Significantly enriched gene sets (FDR<25%) comparing 3T3 cells treated with GapmeR Ntep vs GapmeR control according to hallmark gene sets (ES: Enrichment Score; NES: Normalized Enrichment Score; NOM p-val: Nominal p-value ; FDR q-val: False Discovery Rate q-value; FWER p-val: Familywise-error rate p-value).
| GENE SET NAMES | SIZE | ES | NES | NOM p-val | FDR q-val | FWER p-val |
| --- | --- | --- | --- | --- | --- | --- |
| MYC TARGETS V2 | 48 | 0,45 | 1,64 | 0 | 0,04 | 0,02 |
| TNFA SIGNALING VIA NFKB | 183 | 0,36 | 1,61 | 0 | 0,03 | 0,03 |
| P53 PATHWAY | 182 | 0,31 | 1,38 | 0 | 0,11 | 0,17 |
| UV RESPONSE UP | 144 | 0,3 | 1,33 | 0,02 | 0,12 | 0,24 |
| UNFOLDED PROTEIN RESPONSE | 103 | 0,32 | 1,31 | 0,03 | 0,11 | 0,26 |
| DNA REPAIR | 138 | 0,29 | 1,25 | 0,01 | 0,14 | 0,38 |
| CHOLESTEROL HOMEOSTASIS | 71 | 0,3 | 1,21 | 0,1 | 0,17 | 0,48 |
| MYC TARGETS V1 | 176 | 0,25 | 1,15 | 0,08 | 0,25 | 0,69 |
| MTORC1 SIGNALING | 185 | 0,25 | 1,15 | 0,06 | 0,23 | 0,69 |
| E2F TARGETS | 176 | 0,22 | 1,01 | 0,43 | 0,57 | 0,97 |
| PROTEIN SECRETION | 89 | 0,2 | 0,83 | 0,86 | 1 | 1 |
| WNT BETA CATENIN SIGNALING | 40 | 0,2 | 0,68 | 0,97 | 1 | 1 |
| REACTIVE OXIGEN SPECIES PATHWAY | 43 | 0,19 | 0,66 | 0,97 | 0,99 | 1 |

How the deposited data were processed for this re-analysis (not part of the article)

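The data are Agilent mouse expression arrays in 1 color from 3T3 cells treated for 48 h with GapmeR Ntep or GapmeR control at 50 nM, with 3 arrays per label from 3 independent experiments. The authors extracted intensities from the scans with Feature Extraction 10.7.3.1 and deposited them per array, as background-subtracted intensities on a linear scale without normalization between arrays. They also deposited a table of intensities that had been quantile normalized, with values under 20 set to 20. Replicate numbers come from Supplementary File 2, whose lists also pair the arrays by culture day.

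Spots of the same probe were averaged, giving 55681 probes. Arrays were quantile normalized, values under 20 were set to 20, and log2 values were compared with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), without pairing. Probes with a mean of at least 50 in the brighter group were tested. A gene passed with any of its probes at a fold change of at least 2 and an unadjusted p under 0.01 or a Benjamini-Hochberg adjusted p under 0.05. Within lists and heatmaps, a gene passed after adjustment by its adjusted p alone. All p-values are two-sided. Probes were matched to genes through accessions, symbols and older symbols of a RefSeq table for GRCm38.p6, which matched 31239 probes to 22942 genes. This way of counting genes was set after the first counts had been seen. Probe coordinates are those of mm9 in the files.

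Well above background on the arrays were 49.8%, 53.3% and 43.7% of probes (GapmeR Ntep replicates 1 to 3) and 51.8%, 47.5% and 47.6% (GapmeR control). With 3 arrays per label, a permutation test cannot fall below 0.1. Residuals of arrays with the same replicate number correlated at 0.467, 0.300 and 0.254, and those of other pairs at -0.327 to 0.126, so the experiments share part of their variation. A fit with experiments as blocks was therefore run beside the unpaired one.

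Gene lists were tested with camera (correlation between genes of 0.01, brightest probe per gene, adjustment over 8 lists), and again with fry, with an estimated correlation and with fgsea 1.28.0. They were the P53 targets, the Reactome sets for DNA repair and apoptosis, the integrated stress response, interferon-stimulated genes, immediate early genes, and G2/M and S phase genes. Gene length was compared by Spearman correlation. Results for the interferon, immediate early, cell cycle and length analyses stand in the closing section. All lists were fixed before the array files were opened. Supplementary File 2 had been read by then, and the interferon and length analyses were written with knowledge of it.

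Single genes are named by a fixed rule: genes the paper measured, at most 5 each of the largest rises and falls, of each heatmap in Fig. 5a and of each list. Not every gene the rule covers is named. For rises and falls, the rule was narrowed to probes well above background on all 6 arrays after the data had been seen. Where a gene has several probes, the brightest one stands for it, except among rises and falls.

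Other normalizations (75th percentile scaling, also with quantile normalization after it, normexp with an offset of 50), floors, cutoffs, the authors' normalized values, removal of outlier spots, trend, array weights, the methods' t-test, gene counting and the omission of each array were run as alternatives. Partial matching of the GapmeR to other transcripts and lengths of the longest transcript were not analysed here.

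The steps were tested on simulated data with 200 genes changed 4-fold or 8-fold, so the rates below do not hold for smaller changes. Of these genes, 65.5% were called after adjustment and 85.5% at the unadjusted limit, with 8 and 131 other probes called, and 99.5% had the right sign. A list raised by 1 returned a median of 1.03 (adjusted p 1.32e-36), and the smallest adjusted p of the lists left alone that share no gene with it was 0.105. The simulated noise was independent between genes and between arrays of the same experiment, unlike that of the real arrays. These values therefore cannot tell how often unaltered lists or genes would pass on the real arrays. The length correlation was -0.666 with a simulated slope and 0.0064 without one.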

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

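The tests within single experiments, between control arrays and of swapped arrays were chosen only after the results had been seen.

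Interferon-stimulated genes were lower on the arrays labelled GapmeR Ntep. All 38 listed genes were lower, with a median log2 difference of -2.19 and a mean of -2.33 (camera adjusted p = 4.9e-19). Experiments gave -3.19, -1.75 and -1.70. Adjusted over all genes 11 passed, and 35 over the list alone. Differences were -1.05 for Irf9 (adjusted p = 0.0155), -2.31 for Irf7, -2.06 for Isg15 and -1.46 for Stat2. Irf9 did not pass without GapmeR control replicate 2 (0.0813), control replicate 3 (0.0690) or GapmeR Ntep replicate 3 (0.0649). Isg15 (0.0357) passed without GapmeR Ntep replicate 1, and Stat2 (0.0486) without Ntep replicate 2. Normalization does not account for it, since without any the list stood at -2.22 against all genes. Nor does 1 experiment alone, the weakest being -1.70, or probe GC content, as the share of matched random lists as low was 1e-04, the smallest possible with 10000 lists. For immune cells in the control cultures, 8 of 12 macrophage markers were tested, with a median of 0.76. Of these, 5 were higher and 3 lower, from -0.78 to 3.19. The 5 higher ones were well above background on all control arrays. They were Itgam (1.25, SE 0.36), Cd68 (1.21, SE 0.11), Cd14 (1.11, SE 0.24), Csf1r (3.19, SE 1.30) and Fcer1g (0.42, SE 0.29). Macrophages in the control cultures would have made these markers lower, so they argue against macrophages there. The 3 lower markers lay near background and decide nothing. Other immune cells were not tested and stay open.

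Immediate early genes were higher on the arrays labelled GapmeR Ntep, all 15 of them, with a median of 1.36 and a mean of 1.42 (adjusted p = 1.84e-06). Experiments gave 1.29, 1.33 and 1.47. Adjusted over all genes 4 passed, and 5 over the list alone. Fosb rose by 2.47 (adjusted p = 0.0334, with experiments as blocks 0.0528), Jun by 1.90 (0.0474), Fosl1 by 2.65 (0.134), Fos by 1.64 (0.421) and Junb by 0.36. Fos rose by 4.62 in experiment 1 but differed by -0.06 and 0.37 in the others. Fosb (0.140) and Jun (0.169) did not pass without GapmeR control replicate 2, nor without control replicate 1 or 3 or GapmeR Ntep replicate 1 or 3. Without normalization the list stood at 1.33 against all genes, and the weakest experiment gave 1.29, so neither normalization nor 1 experiment accounts for it. No tests of its own had been set beforehand for this list. Fosb, Jun and Fosl1 are also labelled in Fig. 5a, whose genes the study chose on these same arrays.

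Long genes were lower on the arrays labelled GapmeR Ntep. Across 15223 genes the Spearman correlation of the log2 difference with gene length was -0.132, with -0.155, -0.102 and -0.103 in the experiments. The 1522 longest genes had a median of -0.40, with 69.2% of them lower, and the 1523 shortest 0.06. Without normalization the longest stood at -0.52 against the shortest. The weakest experiment had -0.102, the brightest 25% of genes -0.107, and the correlation without interferon-stimulated and strongly fallen genes was -0.129, so these do not account for it. Within 4 classes of probe GC content it weakened from -0.216 over -0.145 and -0.0979 to -0.0389. Differences between control arrays reached 0.121 in size, close to that of the effect, so the length result may be variation between cultures and stays open.

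The Ntep probe went against its label in experiment 1. A swap of the arrays of that experiment does not account for it: of 2152 probes changed at least 2-fold the same way in experiments 2 and 3, 93.9% went the same way in experiment 1.

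All 10 splits of the 6 arrays into 3 and 3 were compared with the labels. With so few splits no share can fall below 0.1, so this count by itself cannot exclude chance for any result, whatever its size. The number of splits as large, the labels included, was 1 for the genes past fold 2 and p 0.01, 1 for those past the adjusted limit, 2 for the P53 target list, 10 for the DNA repair set, 5 for the apoptosis set, 1 each for the integrated stress response, interferon-stimulated and immediate early lists, 3 for the G2/M list, 3 for the S phase list and 3 for gene length. Among the 4 splits that part all 3 pairs these were 1, 1, 1, 4, 3, 1, 1, 1, 2, 2 and 2. The largest counts of genes in another split were 202 at p 0.01 and 1 after adjustment. Camera gave small unadjusted p-values in other splits too: the smallest was 7.44e-17 for the interferon-stimulated list (labels 6.13e-20), 6.21e-05 for the immediate early list (labels 6.92e-07) and 1.18e-05 for the G2/M list (labels 0.0228). Its p-values for these lists are therefore no measure of how far the labels stand apart from other groupings.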

How the results depend on the processing

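The alternatives counting every name or only clean names as genes, the authors' own rule and the tally of Fig. 5a genes per setting were chosen after the data had been seen. The cause of a change below was not tested unless the change of method is itself the cause.

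Genes past fold 2 and p 0.01 numbered 1213 with limma, 605 (288 higher, 318 lower) by the methods' t-test with blocks and 1667 with array weights. Leaving out 1 array gave 634 (without GapmeR control replicate 2) to 1396, with 680 without control replicate 3. Counting every name gave 1530, clean names 1124.

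After adjustment 658 genes passed. Without an intensity cutoff 243 did, with blocks 373 (186 higher, 187 lower), with array weights 1414, by the methods' t-test 139 and with blocks 1. Without GapmeR Ntep replicate 1 the count was 295, without 3 30. Without control replicates 1, 2 and 3 it was 285, 21 and 39, so 21 was the lowest and 594 the highest. Every name gave 823, clean names 614. Besides the calls of single genes given with the results, the block changed, among the 8 lists and the genes named singly, no other call than that of the G2/M list below. Across all genes it shared 765 of 1216 calls at p 0.01.

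The P53 target list lost its call (adjusted p = 0.0279) with 75th percentile scaling (0.0569), an estimated correlation (0.226), and without Ntep replicates 1 (0.0542) and 3 (0.0521). Omissions spanned 0.0181 to 0.0542. The estimated correlation also took away the calls of the integrated stress response (0.226), interferon-stimulated (0.256) and immediate early (0.226) lists. The G2/M list (median 0.17, 37 of 53 higher, adjusted p = 0.0365) lost its call with the block (0.0561), an estimated correlation (0.318), fgsea (0.142), the block with gene length as a covariate (0.392), and without Ntep replicates 1 (0.0649) and 3 (0.132) or control replicates 1 (0.119) and 3 (0.0754), with omissions from 0.0118 to 0.132. The S phase list (median 0.16, 28 of 42 higher, 0.268) passed with fry (0.0265). The apoptosis set was lower with fgsea (0.576). The DNA repair set kept its result. Gene length gave -0.0976 with normexp, with omissions from -0.153 to -0.106.

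Ntep itself was higher, by 0.14, without Ntep replicate 2, and omissions spanned -1.05 to 0.14. Of 57 genes named singly, 1026 values were computed: 838 the same, 140 weaker, 41 stronger and 7 reversed. Reversed were Bax (0.094 with 75th percentile scaling, and 0.27, 0.17 and 0.10 without Ntep replicate 1 or control replicate 2 or 3, with -0.44 the lowest omission), Ccnb1 (0.0068 with that scaling), Ccng1 (0.11 with it) and Mmp2 (0.20 without control replicate 1, with -0.75 the lowest omission). Mmp2 was well above background on 1 of 6 arrays, so its values carry no direction. That scaling moves the median of all genes by 0.15. The 67 tested genes of Fig. 5a stayed higher throughout, 65 of 65 when only probes well above background were kept.

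Matching to other transcripts and longest transcript lengths were not run.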

Differences from the paper's values

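The comparison by the authors' rule was made only after the counts had been seen. The rules for a difference were fixed before the data were examined. A count differs when one value is more than 1.5 times the other, and a log2 fold change when the signs differ or the values lie further apart than the larger error. By these rules none of the array values compared, the gene counts and the log2 fold changes of Supplementary File 2, differs from the one computed with limma as described. Values the paper measured by qPCR in other cultures were not put to these rules.

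The paper states 354 genes upregulated and 519 downregulated, against 445 and 771 here. The rule that returns the authors' listed probes recovered all 873, among 543 higher and 845 lower probes. Of these probes, 515 are not listed, 317 of them without a gene. The counts were 357 and 533 genes once probes without a gene and Gm, Rik, LOC and clone names were left out. The methods' t-test gave 372 and 621. Under other settings a count does differ. These are, for upregulated genes, array weights (677), every name counted as a gene (580, chosen after the values were seen) and omission of GapmeR control replicate 3 (235). For downregulated genes they are normexp (818), no intensity cutoff (785), trend (807), array weights (996), the methods' t-test with blocks (318), every name (953) and omission of GapmeR Ntep replicate 2 (877).

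By qPCR the paper states an Ntep level of 1% of GapmeR control in its initial test of this GapmeR. For later cultures treated for 48 h it gives ct values, which were not compared here. The array probe differed by a log2 of -0.48 (SE 0.66), a much smaller fall, and was not lower on the array labelled GapmeR Ntep in experiment 1. The DNA repair set, which is not the hallmark set, showed no direction here (median -0.06, adjusted p = 0.551). The apoptosis set had the paper's direction by its median and by camera, but did not pass (0.423).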

Other observations

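The genes here were measured by the paper in other experiments, and no test was chosen after the result besides those named above.

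On the arrays labelled GapmeR Ntep, Trp53 was higher by 0.51 (SE 0.32, adjusted p = 0.394), Bak1 by 0.24 (0.240) and Apaf1 by 0.45 (0.176), each in all 3 experiments. Ccnb1 was lower by 0.21 by its brightest probe (0.103) and higher by 0.91 (0.0496) and 1.13 (0.0642) by the others, so the probes differ in direction. Col1a1 was lower by 0.42 (0.136, and 0.0437 without GapmeR Ntep replicate 2), Col3a1 by 0.79 (0.203) and Tgfb3 by 1.06 (0.323), each in all 3 experiments, and Tgfb1 by 0.42 (0.416) in 2 of 3. Acta2 was higher by 0.37 (0.650) and Ctgf by 1.31 (0.516), each in 2 of 3 experiments. Mmp2 was well above background on 1 of 6 arrays and was not tested.

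Whether the interferon-stimulated genes were raised by GapmeR control or lowered by GapmeR Ntep cannot be told from these arrays, as none is untreated. An array set with untreated cells would separate the 2.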
